# Transcriptomic Profiling Reveals That HMGB1 Induces Macrophage Polarization Different from Classical M1

**DOI:** 10.3390/biom12060779

**Published:** 2022-06-02

**Authors:** Heshuang Qu, Rebecka Heinbäck, Henna Salo, Ewoud Ewing, Alexander Espinosa, Cecilia Aulin, Helena Erlandsson Harris

**Keywords:** HMGB1, RNA sequencing, macrophage polarization, gene ontology, foam cell formation

## Abstract

Macrophages are key inflammatory immune cells that display dynamic phenotypes and functions in response to their local microenvironment. In different conditions, macrophage polarization can be induced by high-mobility group box 1 (HMGB1), a nuclear DNA-binding protein that activates innate immunity via the Toll-like receptor (TLR) 4, the receptor for advanced glycation end products (RAGE), and C-X-C chemokine receptor (CXCR) 4. This study investigated the phenotypes of murine bone-marrow-derived macrophages (BMDMs) stimulated with different HMGB1 redox isoforms using bulk RNA sequencing (RNA-Seq). Disulfide HMGB1 (dsHMGB1)-stimulated BMDMs showed a similar but distinct transcriptomic profile to LPS/IFNγ- and LPS-stimulated BMDMs. Fully reduced HMGB1 (frHMGB1) did not induce any significant transcriptomic change. Interestingly, compared to LPS/IFNγ- and LPS-, dsHMGB1-stimulated BMDMs showed lipid metabolism and foam cell differentiation gene set enrichment, and oil red O staining revealed that both dsHMGB1 and frHMGB1 alleviated oxidized low-density lipoprotein (oxLDL)-induced foam cells formation. Overall, this work, for the first time, used transcriptomic analysis by RNA-Seq to investigate the impact of HMGB1 stimulation on BMDM polarization. Our results demonstrated that dsHMGB1 and frHMGB1 induced distinct BMDM polarization phenotypes compared to LPS/IFNγ- and LPS- induced phenotypes.

## 1. Introduction

Macrophages are myeloid immune cells widely distributed in tissues, playing an important role in inflammation, cell death, and regeneration. Macrophages sense foreign pathogens-derived cues and tissue-derived signals within their microenvironment and respond by initiating innate immune activities and inflammation [1]. Depending on the trigger, macrophages polarize their gene expression towards distinct patterns [1]. Two major macrophage sub-populations with different functional phenotypes that have been recognized are classically activated or inflammatory (M1) and alternatively activated or anti-inflammatory (M2) macrophages [2]. However, macrophage polarization in vivo is a spectrum rather than distinct M1 or M2 phenotypes. There is a growing interest in characterizing the functional phenotypes mediated by immune-activating molecules, such as cytokines and damage-associated molecular patterns (DAMPs), compared to pathogen-associated molecular patterns (PAMPs). 

One such molecule is high-mobility group box 1 (HMGB1), a prototypical DAMP expressed in almost all nucleated cells. During cell homeostasis, HMGB1 is mainly maintained in the nucleus as a DNA-binding protein regulating transcription and genome stability [3]. In inflammatory and injury conditions, HMGB1 is translocated to the cytoplasm and further released to the extracellular space. HMGB1 release occurs from dying cells or activated immune cells, including macrophages [4,5]. The extracellular inflammatory activity of HMGB1 is regulated by the redox state of three cysteine residues at amino acid positions 23, 46 and 106. The three different HMGB1 redox isoforms are denoted: fully reduced HMGB1 (C23HC45HC106H, frHMGB1), disulfide HMGB1 (C23-C45C106H, dsHMGB1, “-” indicating a disulfide bond), and sulfonyl HMGB1 (C23SO_3_C45SO_3_C106SO_3_, oxHMGB1). frHMGB1 is able to form a heterocomplex with C-X-C motif chemokine (CXCL) 12 and bind to C-X-C chemokine receptor (CXCR) 4, inducing cell migration and tissue regeneration [6]. dsHMGB1 is the only HMGB1 isoform known to exhibit a pro-inflammatory role by inducing cytokine release via Toll-like receptor (TLR) 4-MyD88-NFκB signalling pathway [7]. HMGB1 has additionally been reported to interact with a number of receptors, including TLR2, TLR9, and the receptor for advanced glycation end products (RAGE) [8,9,10], which are all expressed by myeloid cells. All redox isoforms of HMGB1 can bind to RAGE [11], while for other HMGB1 receptors, the importance of redox forms has not been defined. 

The pro-inflammatory activity of HMGB1 was first discovered in studies designed to identify novel mediators of sepsis [12]. Today, increased HMGB1 levels have been found in a number of auto-inflammatory and auto-immune diseases, including rheumatoid arthritis [13], systemic juvenile idiopathic arthritis [14], and systemic lupus erythematosus [15]. Additionally, increased levels of HMGB1 have been detected in synovial fluid after acute knee injury [16] and in serum after stroke [17]. The ameliorative effects of HMGB1 neutralization have been demonstrated [18]. However, the roles of the different redox isoforms in different conditions are still not well described due to the lack of a method allowing this distinction. The majority of the studies demonstrating divergent biological activities of HMGB1 redox isoforms are obtained by in vitro studies.

Tissue inflammation is often characterised by an increased number of activated macrophages, and many anti-inflammatory therapies target various macrophage functions. Therefore, it is of relevance to clarify which macrophage functions DAMPs and PAMPs induce and whether there are differences in the induced patterns and outcomes [19,20,21]. We have previously shown that dsHMGB1 and frHMGB1 induced different polarization patterns in murine bone marrow-derived macrophages (BMDMs) [22]. frHMGB1 mainly induced BMDM migration without a distinct polarization signature; dsHMGB1, on the other hand, induced similar but not identical pro-inflammatory mediator secretion patterns as M1. Here, we opted to map the transcriptome profile by RNA sequencing (RNA-Seq) to further define the polarization patterns induced by the prototypic DAMP HMGB1 in its different redox isoforms in comparison to M1 stimulation by LPS and IFNγ or PAMP stimulation by LPS alone. dsHMGB1 and LPS both ligate to the TLR4 complex but on different epitopes in MD2 [7]. Comparing dsHMGB1 and LPS in BMDM polarization would reflect the TLR4-mediated danger signal activated during sterile conditions and during infectious conditions, respectively, and clarify whether a DAMP and a PAMP utilizing the same receptor complex induces an identical response. 

In line with our previous findings, dsHMGB1 triggered an overlapping transcriptome profile to LPS/IFNγ and LPS, while frHMGB1 overlapped with the PBS control, suggesting that frHMGB1 might have limited effects on BMDM polarization. Interestingly, gene set enrichment analysis (GSEA) indicated that dsHMGB1 was involved in lipid metabolism and foam cell differentiation. Compared to the PBS control, both frHMGB1 and dsHMGB1 inhibited oxidized low-density lipoprotein (oxLDL)-induced foam cell formation, while LPS/IFNγ and LPS showed positive effects, revealing a difference between DAMP and PAMP in lipid metabolism of BMDMs. 

## 2. Materials and Methods

### 2.1. Animals

Wild-type female C57BL/6NTac mice (Taconic Biosciences A/S, Lille Skensved, Danmark) were housed in specific pathogen-free facilities at Karolinska University Hospital with free access to water and standard rodent chow. For isolating the bone marrow cells, mice between 8 and 10 weeks of age were euthanized using CO_2_. All of the animal experimental procedures were approved by the Stockholm North Ethical Committee (dnr 18320-2017, N440-12).

### 2.2. Harvesting and Culturing of BMDMs

The bone marrow cells were obtained from femurs as previously described [23]. The cells from mouse hind limbs were matured into macrophages in Dulbecco′s Modified Eagle′s Medium—high glucose (DMEM, Sigma-Aldrich, St. Louis, MO, USA) supplemented with 10% fetal bovine serum (FBS; F7524, Sigma-Aldrich, St. Louis, MO, USA), 2 mM of L-glutamine (Sigma-Aldrich, St. Louis, MO, USA), 1 mM of sodium pyruvate (Sigma-Aldrich, St. Louis, MO, USA), 22 μM of β-mercaptoethanol (Gibco, Paisley, UK), 10,000 I.U./mL of Penicillin–Streptomycin (PenStrep; Sigma-Aldrich, St. Louis, MO, USA), and 10 ng/mL of macrophage colony-stimulating factor (M-CSF; R&D Systems, Minneapolis, MN, USA) for 8–9 days at 37 °C with 5% CO_2_, with half of the medium changing at day 4 and full medium changing at day 6. 

### 2.3. Recombinant HMGB1 Production

Recombinant HMGB1 with a calmodulin-binding protein tag was produced as previously described [24]. To obtain frHMGB1, all of the buffers were supplemented with 5 mM of DTT (Biochemica, Baden-Dättwil, Switzerland). dsHMGB1 (a kind gift from Professor Kevin Tracey’s laboratory, Feinstein Institute, Manhasset, NY, USA) was obtained using buffers without DTT. Endotoxin levels were determined by Limulus assay and were lower than 2.5 EU/mg. The absence of DNA was verified using SDS-PAGE gel electrophoresis and GelRed staining. The purified HMGB1 was stored in PBS ± 0.5 mM DTT. To validate the functionality of dsHMGB1, BMDMs were stimulated with dsHMGB1 at a concentration of 5 µg/mL for 24 h, and significant increases in IL6, IL10, and TNFα secretion from BMDMs were quantified by using commercial ELISA [22]. 

### 2.4. Cell Culture Experiments

The BMDMs were detached from the flask using Trypsin-EDTA (Sigma, St. Louis, MO, USA). The cells were seeded in 24-well culturing plates (Sarstedt, Nümbrecht, Germany) at a density 5 × 10^5^ cells/well in DMEM containing 1% FBS and 10,000 I.U./mL PenStrep and rested overnight. For RNA-Seq, BMDMs from five mice were pooled before seeding; for qPCR verification, BMDMs from each individual mouse were seeded separately. 

To generate cells with an M1 phenotype, 100 ng/mL of LPS-EK Ultrapure (InvivoGen, Toulouse, France) and 20 ng/mL of IFN-γ (R&D Systems, Minneapolis, MN, USA) were added. frHMGB1 and dsHMGB1 were used at a concentration of 5 µg/mL. LPS-EK Ultrapure (InvivoGen, Toulouse, France) was used at a concentration of 1 µg/mL. PBS was included in all experiments as a control. The BMDMs were stimulated 24 h at 37 °C with 5% CO_2_ before RNA isolation. 

### 2.5. RNA-Seq

The total RNA was isolated using an RNeasy Plus Micro Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. RNA was subjected to quality control with Agilent Tapestation according to the manufacturer’s instructions. To construct libraries suitable for Illumina sequencing, the Illumina stranded mRNA prep ligation sample preparation protocol was used with 200 ng of total RNA. The protocol includes mRNA isolation, cDNA synthesis, ligation of adapters, and the amplification of indexed libraries. The yield and quality of the amplified libraries were analyzed using Qubit by ThermoFisher, and the quality was checked by using Agilent Tapestation (Supplementary Table S1). The indexed cDNA libraries were normalized and combined, and the pools were sequenced on the Illumina NextSeq 2000 for a P2 100 cycle sequencing run, generating paired-end reads. Base-calling and demultiplexing were performed using CASAVA software with default settings, generating FASTQ files for further downstream mapping and analysis. The reads were mapped to the GRCm38 reference genome using STAR [25]. Data normalization and the analysis of differential gene expression were conducted using the DESeq2 R-package [26] using a negative binomial test in R studio 4.1.3. Since the RNA samples were from technical replicates rather than biological replicates (i.e., the RNA samples were pooled from five mice), *p*-values from the differential gene expression analysis had to be ignored. Instead, the genes were considered differentially expressed when the Log_2_FoldChange was larger than 2.0 or smaller than −2.0.

The normalized raw counts of the 3952 differentially expressed genes were grouped into modules by using an inverse Pearson correlation as the distance for hierarchical agglomerative clustering with Ward’s method (“ward.D2”), with the defined height cut of the cluster tree equalled to 3.8. Functional gene annotation was performed on each gene module individually, using the Gene Ontology (GO_Biological_Process_2021) libraries with the enrichR R-package [27] in R studio 4.1.3. Gene set enrichment analysis (GSEA) was performed using public software (GSEA 4.1.0) from the Broad Institute [28], with the following settings: the chip platform was “Mouse_Ensembl_Transcript_ID_Human_Orthologs_MSigDB.v7.5.chip”; “collapse” to each probe set in the expression dataset into a single vector for the genes, which is identified by its HGNC gene symbol; “gene_set” permutation type.

### 2.6. Verification of Differentially Expressed Genes Identified in RNA-Seq

The RNA from four individual mice was isolated separately using the RNeasy Plus Micro Kit (Qiagen, Hilden, Germany) and reverse transcripted to cDNA using the iScript cDNA synthesis kit (Bio-Rad, Hercules, CA, USA) according to the manufacturers’ instructions. qPCR was performed using the KiCqStart^®^ SYBR^®^ Green qPCR ReadyMix™ (Sigma, St. Louis, MO, USA) and run on a CFX384 Thermal Cycler according to the manufacturer’s instructions. The primer pairs are specified in Supplementary Table S2. To calculate the ddCt values, the Ct data were normalized against the *Gapdh* reference gene and PBS controls. The data are presented as –ddCt (also called Log_2_FoldChange), i.e., negative values correspond to downregulated gene expression, and positive values correspond to upregulated gene expression in the graphs.

### 2.7. Oil Red O Staining

The BMDMs were stimulated according to Section 2.4 for 2 h before applying 100 μg/mL of oxidized low-density lipoprotein (oxLDL) (Invitrogen, Eugene, OR, USA) for 24 h. BMDMs were then washed with PBS and fixed with 4% paraformaldehyde (Solveco, Sweden) for 15 min at room temperature. The cells were stained with 0.3% (*w*/*v*) Oil Red O (Sigma-Aldrich, St. Louis, MO, USA) in isopropanol (Solveco, Sweden) for 30 min at room temperature, followed by counterstaining with hematoxylin (Sigma-Aldrich, St. Louis, MO, USA) for 30 s. The cells with positive staining were quantified and normalized to hematoxylin counterstaining. 

### 2.8. Statistical Analysis

Statistical analysis was performed using GraphPad Prism version 9.3.1 for Windows (GraphPad Software, San Diego, CA, USA). For the qPCR results, a Shapiro–Wilk test was performed to check the normality of the data. RM-one way ANOVA with Turkey’s multiple comparisons test was performed on the data that were normally distributed; the Friedman test with Dunn’s multiple comparisons test was performed on the data that were not normally distributed. For the foam cell induction assay, statistical comparisons were performed using two-way ANOVA with Šídák’s multiple comparisons. *p*-values below 0.05 were considered statistically significant. 

## 3. Results

### 3.1. dsHMGB1-, LPS- and LPS/IFNγ-Stimulation Resulted in Similar Pro-Inflammatory Gene Expression Patterns, While frHMGB1 Overlapped with PBS Control

The general overview of the transcriptome profile is presented in Figure 1. 

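The values behind Figure 1 came from RNA sequencing of 15 samples of bone marrow-derived macrophages (BMDMs), grown from the bone marrow of 5 mice, pooled before seeding and stimulated for 24 h, with 3 samples per condition. The conditions were PBS as the control, fully reduced HMGB1 (frHMGB1, 5 µg/mL), disulfide HMGB1 (dsHMGB1, 5 µg/mL), LPS (1000 ng/mL) and LPS with 20 ng/mL IFNγ (LPS/IFNγ). For the LPS/IFNγ group, the LPS concentration was 100 ng/mL in the paper and in the protocol text of the samples and 1000 ng/mL in their treatment field. The samples of a condition were technical replicates of the same pool, so every error and adjusted p covers the spread between cultures and libraries and not the spread between mice. The authors prepared stranded mRNA libraries, sequenced paired-end reads, aligned them to GRCm38 with STAR and deposited the number of reads counted on each of 51763 genes, without normalization. The counting program and its annotation are not given in the sources used here. Gene positions and gene types were taken from GENCODE M21, which held 51661 of the identifiers. Total counts ranged from 40934540 to 80925478 per library, with a median of 65797491 in PBS, 41909977 in frHMGB1, 69342747 in dsHMGB1, 50693107 in LPS and 69321128 in LPS/IFNγ. No count was found for 22712 genes, and 16919 genes passed edgeR's filter on low counts and were tested. Of these, 13025 were protein-coding and 2119 were processed pseudogenes, which are copies of mRNAs inserted elsewhere in the genome. A gene was called when the adjusted p of edgeR's quasi-likelihood test, with TMM normalization and all 15 libraries in one fit, was under 0.05. Normalized counts and the fold changes printed beside them are DESeq2's, the latter without shrinkage, and fold ratios with their 95% intervals cover counting error only. A pair of features of the libraries did not follow the stimulation alone. Processed pseudogenes took 0.608% to 0.633% of the counts in frHMGB1 and 0.53% to 0.537% in LPS, against 0.877% to 1.66% in PBS, 0.765% to 0.901% in dsHMGB1 and 0.732% to 0.759% in LPS/IFNγ, so the numbers of genes in comparisons with frHMGB1 or LPS are also given over protein-coding genes. PBS replicate 3 had a Pearson correlation of 0.934 and 0.939 with the other PBS replicates across genes (log2 CPM, counts scaled to library size), while all other pairs of replicates lay between 0.987 and 0.993.

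**Figure D1:**
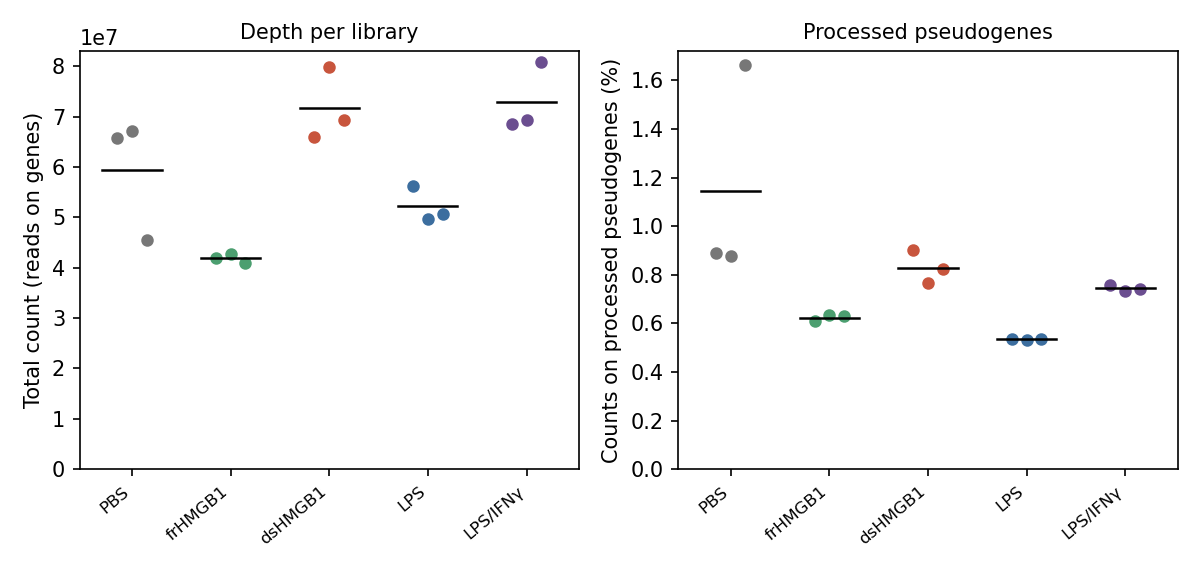
Total counts per library (left, reads on genes) and percent of counts on processed pseudogenes (right) by stimulation. Points are the 3 libraries of a condition and lines are means. The frHMGB1 and LPS libraries lie at or below 0.633% on the right, and PBS replicate 3 lies at 1.66%.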

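Genes were taken for clustering when their DESeq2 log2 fold change over PBS was above 2 or below -2 in at least 1 of the 4 stimulations, which gave 5623 genes. Their normalized counts were clustered by Ward's method, with 1 minus Pearson's r as the distance. Dividing the tree into 6 clusters gave 1317 genes highest on average in LPS, 1266 genes highest in PBS, 1232 genes highest in frHMGB1, 952 genes highest in LPS/IFNγ, a further 603 genes highest in LPS/IFNγ and 253 genes highest in dsHMGB1. At a tree height of 3.8, there were 12 clusters. Processed pseudogenes made up 427 of the 1266 genes highest in PBS, 131 of the 253 genes highest in dsHMGB1 and 537 of the 603 genes of the smaller LPS/IFNγ cluster. The genes of the frHMGB1 cluster had a mean z-score of 1.09 in frHMGB1 and 0.93 in PBS, and with PBS replicate 3 left out no cluster was highest in frHMGB1. In numbers of genes, the cluster sizes moved most when log2 values were clustered, which left 3229 genes highest in LPS/IFNγ, 621 in PBS and 0 in LPS.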

Using hierarchical clustering on the differentially expressed genes, we classified the genes into six clusters (Figure 1A). 

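Against PBS, 222 genes were called higher and 963 lower in frHMGB1, 3936 higher and 4092 lower in dsHMGB1, 4515 higher and 6121 lower in LPS, and 4914 higher and 5284 lower in LPS/IFNγ. In frHMGB1, 2745 genes had an unadjusted p under 0.05. The calls in frHMGB1 were the ones that moved most with the processing. The median log2 fold change of the processed pseudogenes was -1.79 in frHMGB1 against 0.03 for protein-coding genes, and 188 of the genes called higher and 55 of those called lower were protein-coding. A separate fit of protein-coding genes alone called 41 higher and 29 lower in frHMGB1, and 3913 higher and 4618 lower in LPS. Leaving out PBS replicate 3 raised the frHMGB1 calls to 1472 higher and 1546 lower, and leaving out frHMGB1 replicate 1, 2 or 3 reduced the genes called higher to 134, 115 or 140. By fold change alone, 103 genes lay above 2 and 1156 below -2 on the log2 scale in frHMGB1, or 53 and 84 in a fit of protein-coding genes. Among the genes with the largest rises in frHMGB1 was *Acod1* (ENSMUSG00000022126, chromosome 14 of GRCm38 from 103046977 to 103056573), with 129 ± 47.3 normalized counts (SD, n = 3) in PBS and 516 ± 142 (SD, n = 3) in frHMGB1, a log2 fold change of 1.99 (standard error 0.23, adjusted p = 0.000131). *Serpinb2* (ENSMUSG00000062345, chromosome 1 from 107511423 to 107535478) had 51.8 ± 38.5 (SD, n = 3) in PBS and 241.7 ± 26.2 (SD, n = 3) in frHMGB1 (log2 fold change 2.19, standard error 0.41, adjusted p = 0.00515). *Il1b* (ENSMUSG00000027398, chromosome 2 from 129364570 to 129371139) had 35.2 ± 6.21 (SD, n = 3) in PBS and 89.2 ± 19.8 (SD, n = 3) in frHMGB1 (log2 fold change 1.32, standard error 0.21, adjusted p = 0.000411). For these genes, the frHMGB1 libraries did not overlap the PBS libraries in normalized counts, which for *Acod1* and *Serpinb2* was a condition of their choice and for *Il1b* is a separation that chance gives for 10% of genes with 3 libraries against 3. The means of *Acod1* in dsHMGB1, LPS and LPS/IFNγ were 287980, 503520 and 366170 normalized counts.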

Compared with the PBS control, frHMGB1-stimulation did not result in any significant transcriptomic shift, while dsHMGB1-, LPS- and LPS/IFNγ-stimulation induced similar pro-inflammatory gene expression patterns.

Clusters 1, 2, and 6 represent the genes expressed highest in the dsHMGB1, LPS, and LPS/IFNγ groups, respectively; cluster 3 involves the genes generally higher expressed in dsHMGB1, LPS, and LPS/IFNγ groups compared with the PBS and frHMGB1 groups (Figure 1B). 

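Restricted to the 3448 protein-coding genes past the cut-off, a choice made after the pseudogene counts were seen, the 6 clusters were 1073 and 468 genes highest in PBS, 975 and 43 genes highest in LPS/IFNγ, 821 genes highest in LPS and 68 genes highest in dsHMGB1, with 10 clusters at the study's tree height. None was highest in frHMGB1. The cluster of 821 genes had mean z-scores of -1.01 in PBS, -0.979 in frHMGB1, 0.362 in dsHMGB1, 1.18 in LPS and 0.455 in LPS/IFNγ. The cluster of 975 genes had -0.824, -0.806, -0.282, 0.319 and 1.59 in the same order. In the cluster of 68 genes, the mean z-score was 1.6 in dsHMGB1, 0.296 in LPS and -0.419 in LPS/IFNγ. Over all gene types, the clusters highest in dsHMGB1 held 166 to 954 genes when each library was left out in turn.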

The top GO biological processes of these four clusters commonly include cytokine-mediated signalling pathways (Figure 1B). “Response to IFNγ” in cluster 2 and “cellular response to lipopolysaccharide” in cluster 6 are in agreement with the experimental stimuli (Figure 1B). 

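Cell cycle genes were tested as lists of S-phase genes (43 tested) and G2/M genes (54 tested) from the R package Seurat, with limma's camera at a preset inter-gene correlation of 0.01 and adjustment over 168 tests of 28 sets and lists in 6 comparisons. The median log2 fold change of the S-phase genes over PBS was -0.54 in dsHMGB1 (adjusted p = 6.42e-05), -0.98 in LPS (adjusted p = 0.00412) and -0.78 in LPS/IFNγ (adjusted p = 0.00276). Of the 43 genes, 37 were lower than in PBS in dsHMGB1 and 34 in each of the others, and edgeR called 25, 27 and 28 of them lower (25, 28 and 28 adjusted over the list alone). For the G2/M genes the medians were -0.59 in dsHMGB1 (adjusted p = 0.00173), -1.02 in LPS (adjusted p = 0.0227) and -0.88 in LPS/IFNγ (adjusted p = 0.00388). Of the 168 tests, 74 had an adjusted p under 0.05. The test fry kept 73 of them in the same direction. With the correlation estimated from the libraries, which was the alternative that moved these tests most, 10 remained, and of the cell cycle lists only the S-phase genes in dsHMGB1 did (adjusted p = 0.0381).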

The genes in cluster 4 generally express lower in the LPS and LPS/IFNγ groups, and the top-enriched GO processes are related to the cell cycle. 

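A list of 15 cardiac and striated muscle genes, written before the counts were examined, took between 2.07 and 8.33 CPM in the 15 libraries, and 4 of its genes passed the filter on low counts. The most counted gene of the list was *Mybpc3*, with 2554 counts over all libraries. Of the transcripts that are abundant in heart muscle, *Myh6* had 0 counts of 894481445, *Actc1* had 7, *Tnnt2* had 16 and *Myl2* had 34. The 15 tested genes of the Reactome set on striated muscle contraction had a median log2 fold change of 0.18 and a mean of -0.14 between dsHMGB1 and PBS (camera, adjusted p = 0.744), with 7 genes higher and 8 lower.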

Interestingly, cluster 5 represents the genes mainly enriched in cardiac muscle development and functioning, though the sequencing was performed with BMDMs.

The PCA plot reveals the three separate clusters: frHMGB1 group clusters close to the PBS control group; dsHMGB1 and LPS groups are close to each other and separate from the PBS control and frHMGB1; the LPS/IFNγ group is approximately equally separated from the other two clusters (Figure 1C). 

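Principal components were computed from log2(normalized count + 1), centred per gene. In the plane of PC1 and PC2 over the 5623 genes, the mean positions of PBS and frHMGB1 were 103.1 apart, those of dsHMGB1 and LPS 113.4, those of dsHMGB1 and LPS/IFNγ 61.99 and those of LPS and LPS/IFNγ 121.4. The mean position of PBS lay 167 from dsHMGB1, 243.4 from LPS and 225.9 from LPS/IFNγ. The farthest pair of replicates lay 38.7 apart in PBS, 10.5 in dsHMGB1, 5.67 in frHMGB1, 3.14 in LPS and 2.8 in LPS/IFNγ. Over the protein-coding genes past the cut-off, PBS and frHMGB1 were 9.42 apart, which is less than the 18.5 between the farthest PBS replicates. Also over protein-coding genes, the distance was 48.9 between dsHMGB1 and LPS, 95.4 between dsHMGB1 and LPS/IFNγ and 66.02 between LPS and LPS/IFNγ.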

PC1, accounting for more than 84%, is the main variance explaining the separation, and PC2 to PC6 are all below 10% (Figure 1D). 

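PC1 held 63.1% of the variance over the 5623 genes, PC2 17.8% and PC3 6.45%. The shares moved most with DESeq2's variance stabilizing transformation of the 500 most variable genes, which gave 90.5% for PC1 and 5.41% for PC2. Over protein-coding genes they were 81.1%, 7.34% and 2.99%.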

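The genes with the largest weights on PC1 were *Il12b*, *Nos2*, *Il6*, *Cxcl9* and *Il12a*, in this order. *Nos2* (ENSMUSG00000020826, chromosome 11 from 78920787 to 78960254) had 9.03 ± 3.07 normalized counts (SD, n = 3) in PBS, 14761 ± 222 (SD, n = 3) in dsHMGB1, 92088 ± 5739 (SD, n = 3) in LPS and 229490 ± 2448 (SD, n = 3) in LPS/IFNγ. Of the 20 genes with the largest weights on PC2 over all gene types, 18 were processed pseudogenes. Over protein-coding genes, *Lrrtm2*, *Tbx21*, *Ccl17* and *Crabp2* were among the first 5 on PC2.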

The genes that are most accounted for in PC1 are located in clusters 2, 3, and 6 (Figure 1E), while the genes that are most accounted for in PC2 are located in clusters 1, 2, and 6 (Figure 1F); this corresponds to that of dsHMGB1, LPS, and LPS/IFNγ, as the pro-inflammatory groups, are most separated from the control in the PCA plot (Figure 1C). 

### 3.2. Identification of Gene Signatures in dsHMGB1- Compared to LPS/IFNγ-Treated BMDMs

We have previously demonstrated that dsHMGB1 induced BMDM polarization towards a pro-inflammatory phenotype that differed from the classical M1, induced by LPS/IFNγ, regarding migratory abilities and nitric oxide secretion [22]. To dissect the gene signatures of LPS/IFNγ- and dsHMGB1-stimulated BMDMs, and to explore the potential transcriptional explanations for our previous findings, the gene expression values were plotted into a FoldChange (FC) vs. FC plot (Figure 2A). 

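With the same cut-off on DESeq2's log2 fold changes over PBS, and no test, 1181 genes were above 2 in both dsHMGB1 and LPS/IFNγ and 596 were below -2 in both. Over protein-coding genes the numbers were 898 and 418. A cut-off of 1 moved them most, to 2437 and 2541. Both fold changes share the PBS libraries. Unchanged groups drawn around the PBS means in 10 draws gave 0 genes above the cut-off in both. They gave a median of 4 genes (range 1 to 10) below it in both. Such draws leave out the error of the PBS means, so they cannot show what sharing the PBS libraries adds.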

Using the 2 and −2 Log2FoldChange lines as a reference, we identified 850 co-upregulated and 336 co-downregulated genes between LPS/IFNγ- and dsHMGB1-treated BMDMs. 

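In dsHMGB1 but not in LPS/IFNγ, 242 genes were past the cut-off upwards and 201 downwards, or 139 and 98 over protein-coding genes. These classes depended on genes with few counts: 1033 and 832 genes were found with no filter on low counts, and 121 and 90 when at least 1 CPM was required in 3 libraries. *Siglece*, marked in Figure 2A, is ENSMUSG00000030474 on chromosome 7 from 43651070 to 43660161. It had 16.7 ± 20.2 normalized counts (SD, n = 3) in PBS, 263.6 ± 33.4 (SD, n = 3) in dsHMGB1 and 19.9 ± 5.63 (SD, n = 3) in LPS/IFNγ. Its log2 fold change was 4.06 over PBS (standard error 0.61, adjusted p = 0.000101) and 3.73 between dsHMGB1 and LPS/IFNγ (standard error 0.61, adjusted p = 0.00032).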

Overall, 135 genes were distinctively upregulated, and 83 genes were distinctively downregulated by dsHMGB1, and these two gene sets were regarded as “dsHMGB1-distinct”. Furthermore, 777 genes were distinctively upregulated, and 780 genes were distinctively downregulated by LPS/IFNγ, and these two gene sets were regarded as “LPS/IFNγ-distinct”.

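In LPS/IFNγ but not in dsHMGB1, 857 genes were above the cut-off and 1040 below it, or 701 and 806 over protein-coding genes. A further 13 genes were past the cut-off in opposite directions, or 8 in a fit of protein-coding genes alone and 2 when an adjusted p under 0.05 was also required. *Arhgef10l*, marked in Figure 2A, is ENSMUSG00000040964 on chromosome 4 from 140514485 to 140666012. It fell from 2713 ± 119.9 normalized counts (SD, n = 3) in PBS to 1542 ± 60.3 (SD, n = 3) in dsHMGB1 and 61.2 ± 14.5 (SD, n = 3) in LPS/IFNγ, and its log2 fold change between dsHMGB1 and LPS/IFNγ was 4.65 (standard error 0.14, adjusted p = 3.24e-10).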

To outline the enriched biological processes of the six gene sets, we undertook GO enrichment analysis on each gene set (Figure 2B). 

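The GO sets were not used here, and the sets nearest to them in Reactome were tested by camera instead. The 215 tested genes of cytokine signalling in the immune system had a median log2 fold change over PBS of 0.97 in dsHMGB1 (adjusted p = 5.47e-14) and 1.35 in LPS/IFNγ (adjusted p = 7.81e-12), with 169 and 165 genes higher than in PBS. The 83 genes of interferon gamma signalling had a median of 1.6 in dsHMGB1 (adjusted p = 1.43e-15) and 1.92 in LPS/IFNγ (adjusted p = 3.59e-12). With the correlation estimated from the libraries, the cytokine set no longer passed (0.079 and 0.103) and the interferon gamma set did (0.00681 and 0.00869). Compared directly with LPS/IFNγ, both sets were lower in dsHMGB1, with medians of -0.24 (adjusted p = 0.0112) and -0.36 (adjusted p = 0.0406, or 0.0502 over protein-coding genes), and neither passed with the estimated correlation (0.516 and 0.309). A list of 16 interferon-gamma genes, fixed before the counts were examined, had a median of -1.46 in the same comparison (adjusted p = 7.98e-05), with 12 genes lower in dsHMGB1. Of these 16 genes, edgeR called 10 lower and 1 higher, as it did when adjusted over the list alone.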

Co-upregulated gene set resulted in the most significant enrichment, and the top-ranked biological processes were “cytokine-mediated signaling pathway”, “cellular response to cytokine stimulus”, “inflammatory response”, “positive regulation of cytokine production”, and “response to interferon-gamma”. The co-downregulated gene sets and dsHMGB1-distinct gene sets did not show significant enrichment. LPS/IFNγ-distinct upregulated gene set showed similar inflammation-related enrichment as the co-upregulated gene set, while LPS/IFNγ-distinct downregulated gene set only had two significantly enriched biological processes, named “mismatch repair” and “mitotic sister chromatid segregation”, these results were in concordance with Figure 1A. 

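The 16 tested genes of the Reactome set on mismatch repair had a median log2 fold change over PBS of -1.6 in LPS/IFNγ (camera, adjusted p = 0.00162), -1.38 in LPS (adjusted p = 0.0125) and -0.9 in dsHMGB1 (adjusted p = 0.000452). Against LPS/IFNγ, the median in dsHMGB1 was 0.76 (adjusted p = 0.0113), with 13 of 16 genes higher in dsHMGB1. None of these 4 calls was made with the correlation estimated from the libraries, where the lowest adjusted p was 0.092.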

Our data demonstrate that the DAMP molecule HMGB1, in its disulfide isoform, induces a gene expression pattern distinct from but similar to the classical M1 stimulated by LPS/IFNγ.

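Across the 16919 tested genes, the log2 fold changes over PBS in dsHMGB1 and LPS/IFNγ had a Pearson correlation of 0.846 (Spearman 0.838), and 0.868 over protein-coding genes. Genes are not independent replicates, so no p is given. Simulated unchanged groups drawn around the PBS means had a median correlation of 0.0477 (range 0.0124 to 0.0772) in 10 draws. These draws leave out the error of the PBS means, so the part of the correlation due to the shared PBS libraries is not known. The slope of the dsHMGB1 on the LPS/IFNγ fold changes was 0.663, or 0.66 over protein-coding genes. Of the genes above the cut-off in dsHMGB1, 82.8% were also above it in LPS/IFNγ, and of those below it, 74% were also below it. In the direct comparison of dsHMGB1 with LPS/IFNγ, 2797 genes were called higher and 2824 lower. The paper ties the genes changed by both stimulations, and their enrichment in cytokine and inflammatory processes, to a likeness with the classical M1. For the genes past the cut-off only in dsHMGB1 it reports no significant enrichment. It concludes that the disulfide isoform induces a state near to M1 but not the same.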

To validate the RNA-Seq data, qPCR was performed on a selected set of genes: *Il12b* and *Cxcl9* (Figure 3A,B) among the co-upregulated genes; *Cnr2* and *Lrrc17* among the co-downregulated genes (Figure 3C,D); *Ikzf4*, upregulated in LPS/IFNγ- but downregulated in dsHMGB1-stimulated BMDMs (Figure 3E); *Hamp* (Figure 3F), *Ccr7* (Figure 3G) and *Il33* (Figure 3H) were significantly upregulated in LPS/IFNγ- than dsHMGB1-stimulated BMDMs. 

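*Il12b* (ENSMUSG00000004296, chromosome 11 of GRCm38 from 44400063 to 44414033) had 1.08 ± 1.87 normalized counts (SD, n = 3) in PBS, 35278 ± 2794 (SD, n = 3) in dsHMGB1 and 218930 ± 8719.9 (SD, n = 3) in LPS/IFNγ. Its log2 fold change over PBS was 14.78 in dsHMGB1 (standard error 0.65, adjusted p = 2.15e-10) and 17.41 in LPS/IFNγ (adjusted p = 3.42e-11), both resting on 5 counts in PBS. *Cxcl9* (ENSMUSG00000029417, chromosome 5 from 92321347 to 92328079) rose from 15.4 ± 9.62 (SD, n = 3) to 10214 ± 221 (SD, n = 3) and 461510 ± 11493 (SD, n = 3), with log2 fold changes of 9.22 and 14.72 (standard error 0.2 for both, adjusted p = 2.73e-09 and 6.75e-11). *Cnr2* (ENSMUSG00000062585, chromosome 4 from 135895394 to 135920207) fell from 2783 ± 798 (SD, n = 3) to 68.3 ± 21.2 (SD, n = 3) in dsHMGB1 and 191.6 ± 14.7 (SD, n = 3) in LPS/IFNγ, log2 fold changes of -5.34 (adjusted p = 3.51e-09) and -3.86 (adjusted p = 2.28e-08). For *Lrrc17* (ENSMUSG00000039883, chromosome 5 from 21543559 to 21575904), 149 counts were found in PBS, 2 in dsHMGB1 and 0 in LPS/IFNγ. It was 68.7-fold lower in dsHMGB1 (counting interval 18.7 to 572.7, adjusted p = 0.00111). With 3 counts over the group put in place of 0, it was 37.2-fold lower in LPS/IFNγ (adjusted p = 0.000499). Folds made in this way leave out the counting error of the other group, so they are not strict limits. *Ikzf4* (ENSMUSG00000002578, chromosome 10 from 128630843 to 128645991) had 13 counts in PBS and 0 in dsHMGB1, which is 3.997-fold lower with 3 counts in place of 0 (adjusted p = 0.00617). In LPS/IFNγ it rose to 224.9 ± 20.1 normalized counts (SD, n = 3), a log2 fold change of 6.12 (standard error 0.47, adjusted p = 8.06e-07). With 3 counts in place of 0, dsHMGB1 was 276.5-fold lower than LPS/IFNγ (adjusted p = 8.68e-07). *Hamp* (ENSMUSG00000050440, chromosome 7 from 30942368 to 30944032) had 2.69 ± 0.819 normalized counts (SD, n = 3) in dsHMGB1 and 742.6 ± 22.2 (SD, n = 3) in LPS/IFNγ, a log2 fold change of -8.09 (standard error 0.48, adjusted p = 4.78e-09). *Ccr7* (ENSMUSG00000037944, chromosome 11 from 99144196 to 99155077) had 4 counts in dsHMGB1 and 232 in LPS/IFNγ (log2 fold change -6.17, standard error 0.95, adjusted p = 0.000243). *Il33* (ENSMUSG00000024810, chromosome 19 from 29925114 to 29960718) had 5 counts in dsHMGB1, 2088 in LPS/IFNγ and 0 in PBS (dsHMGB1 against LPS/IFNγ -9.01, standard error 0.66, adjusted p = 3.68e-07). With 3 counts in place of 0, it was 1.81-fold higher in dsHMGB1 than in PBS (adjusted p = 0.0309), a fold that rests on only 5 counts. In the comparisons of dsHMGB1 or LPS/IFNγ with PBS printed here for *Il12b*, *Cxcl9*, *Cnr2*, *Lrrc17* and *Ikzf4*, and of dsHMGB1 with LPS/IFNγ for *Ikzf4*, *Hamp*, *Ccr7* and *Il33*, no library of one group overlapped the other group.

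**Figure D2:**
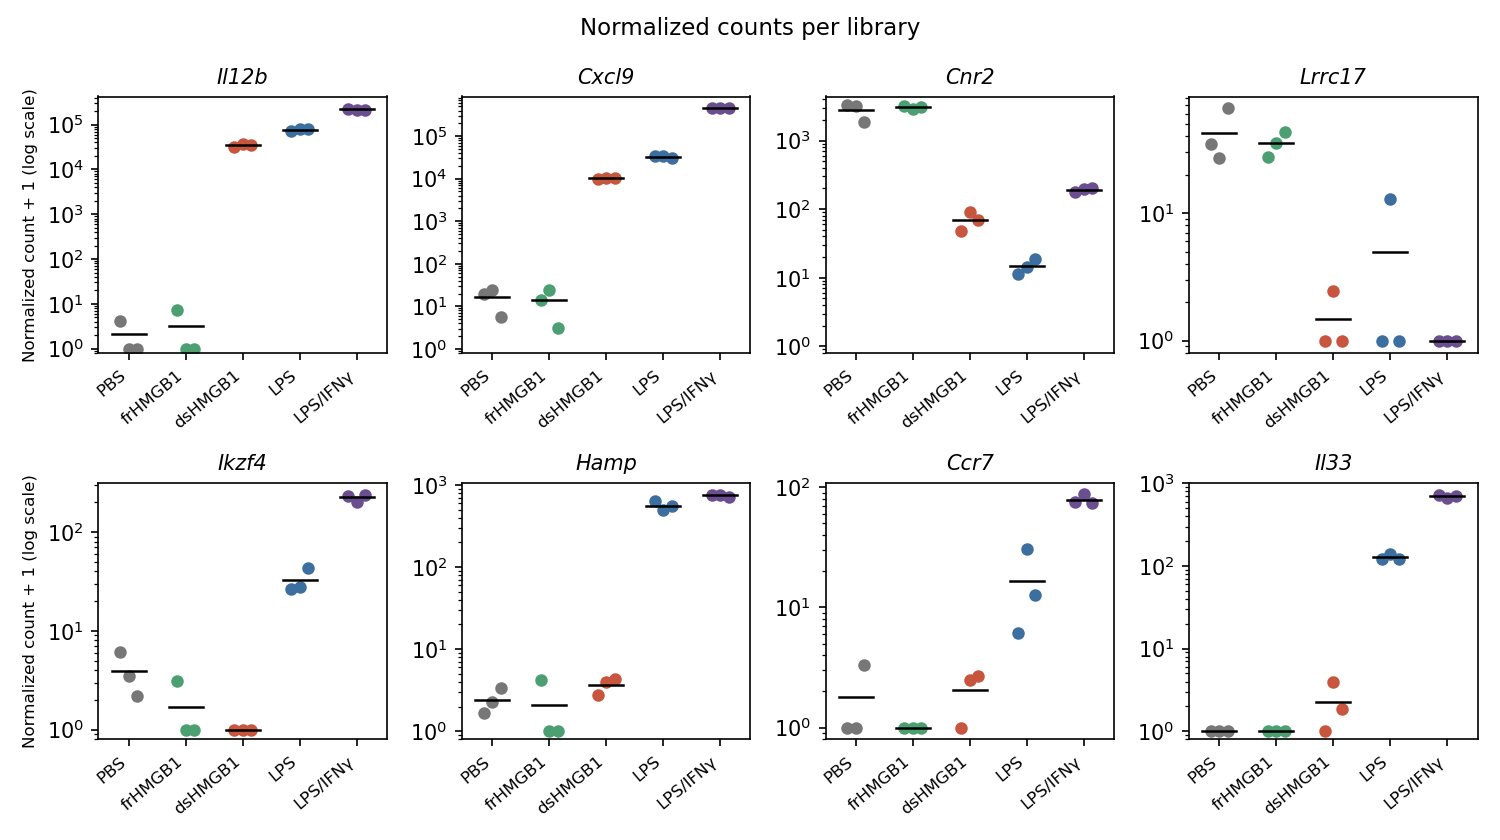
Normalized count + 1 (log scale) of 8 genes by stimulation. Points are the 3 libraries of a condition and lines are means of the plotted values. *Ikzf4* and *Lrrc17* have few counts in PBS (13 and 149 over the 3 libraries), and *Il33* has 0.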

Similar gene expression patterns were demonstrated by both RNA-Seq and qPCR. 

### 3.3. Identification of Gene Signatures in dsHMGB1- Compared to LPS-Treated BMDMs

The presence of PAMPs or DAMPs during infection and tissue injury promotes macrophage activation and induces inflammation. Both dsHMGB1 and LPS are ligands for TLR4; however, dsHMGB1 is an endogenous molecule, whereas LPS is a bacterial component. We performed additional experiments to understand if TLR4 ligands could signal differently and whether it is of bacterial origin and initiates an inflammatory response suitable for combatting infection or as an alarmin indicating tissue trauma. 

Using the 2 and −2 Log2FoldChange lines as a reference, we identified 920 co-upregulated and 360 co-downregulated genes between LPS- and dsHMGB1-stimulated BMDMs (Figure 4A). 

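Between dsHMGB1 and LPS, 1257 genes were above the cut-off in both and 661 below it in both, or 978 and 444 over protein-coding genes. Simulated unchanged groups, again drawn around the PBS means and without their error, gave 0 genes above and a median of 2 genes (range 0 to 5) below in both. With no filter on low counts, 1424 genes were below the cut-off in both.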

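In dsHMGB1 but not in LPS, 147 genes were above the cut-off and 144 below it. Over protein-coding genes the numbers were 60 and 78. Requiring 1 CPM in 3 libraries left 56 and 36.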

There were 53 genes that were distinctively upregulated, and 59 genes were distinctively downregulated by dsHMGB1, and these two gene sets were regarded as “dsHMGB1-distinct”. 

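In LPS but not in dsHMGB1, 581 genes were above the cut-off and 1691 below it. A fit of protein-coding genes alone gave 430 and 703. Processed pseudogenes had a median log2 fold change over PBS of -1.53 in LPS and -0.04 in dsHMGB1, and 43.1% and 2.97% of them lay below -2. A further 24 genes were past the cut-off in opposite directions, or 1 over protein-coding genes.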

There were 494 genes that were distinctively upregulated, and 694 genes were distinctively downregulated by LPS, and these two gene sets were regarded as “LPS-distinct” (Figure 4A). 

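In Reactome, 15 tested genes of mitochondrial fatty acid beta-oxidation had a median log2 fold change over PBS of -0.65 in dsHMGB1 (camera, adjusted p = 0.000898), -0.79 in LPS (adjusted p = 0.0152) and -0.93 in LPS/IFNγ (adjusted p = 0.00841). With the correlation estimated from the libraries, none of these 3 calls was made (0.0768, 0.169 and 0.131). Between dsHMGB1 and LPS, the median was 0.1 (adjusted p = 0.909). Sets on glutathione conjugation (22 genes, median 0.13, adjusted p = 0.503) and glutathione synthesis and recycling (6 genes, median 0.08, adjusted p = 0.624) did not differ between dsHMGB1 and LPS in camera, while fry gave adjusted p of 0.0182 and 1.2e-06. A set on glutathione transport was not used here.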

GO analysis of dsHMGB1-distinct areas revealed that the dsHMGB1-upregulated genes were significantly enriched in the “glutathione transport” process, while dsHMGB1-downregulated genes were significantly enriched in biological processes related to fatty acid oxidation (Figure 4B). 

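Compared directly with LPS, dsHMGB1 had lower counts in the Reactome sets of cytokine signalling (median log2 fold change -0.31, camera adjusted p = 1.68e-08, 162 of 215 genes lower) and interferon gamma signalling (median -0.44, adjusted p = 5.66e-06, 63 of 83 genes lower). With the correlation estimated from the libraries the adjusted p were 0.181 and 0.0674. *Il6* (ENSMUSG00000025746, chromosome 5 from 30013114 to 30019981) had 4669 ± 1195 normalized counts (SD, n = 3) in dsHMGB1 and 50888 ± 2103 (SD, n = 3) in LPS, a log2 fold change of -3.45 (standard error 0.21, adjusted p = 8.42e-06).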

Similar to LPS/IFNγ-distinct genes, LPS-distinct upregulated gene set showed inflammation-related enrichment (Figure 4B), indicating PAMPs induced stronger pro-inflammatory effects than endogenous molecules.

The genes with altered expression levels specific for dsHMGB1 stimulation are listed in Supplementary Figure S1. In comparison with both LPS- and LPS/IFNγ-stimulation, there were 34 genes distinctively upregulated and 27 genes distinctively downregulated by dsHMGB1 stimulation. 

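Past the cut-off in dsHMGB1 and within it in both LPS and LPS/IFNγ were 95 genes upwards and 70 downwards, or 39 and 38 over protein-coding genes. Without dsHMGB1 replicate 2, the genes downwards numbered 114. *Cd300e*, marked in the study's fold change plots, is ENSMUSG00000048498 on chromosome 11 from 115051917 to 115062177. It had 19.3 ± 8.6 normalized counts (SD, n = 3) in PBS, 278.1 ± 47.6 (SD, n = 3) in dsHMGB1, 45.9 ± 7.53 (SD, n = 3) in LPS and 19.8 ± 2.14 (SD, n = 3) in LPS/IFNγ. The log2 fold change of *Cd300e* was 3.78 over PBS (standard error 0.29, adjusted p = 4.83e-07), 2.6 between dsHMGB1 and LPS (standard error 0.28, adjusted p = 3.87e-05) and 3.81 between dsHMGB1 and LPS/IFNγ (standard error 0.31, adjusted p = 1.2e-06).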

To confirm the gene expression differences discovered by RNA-Seq (Figure 2 and Figure 4), the selected genes were verified by qPCR. Compared with the RNA-Seq results, *Rasgrf1* and *Madcam1* were similarly expressed in dsHMGB1-stimulated BMDMs by qPCR verification (Figure 3I,J). However, these two genes were also upregulated with Log2FC larger than 2.0 in the LPS group, which was contradictory to the RNA-Seq data.

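In the RNA-Seq counts, *Rasgrf1* (ENSMUSG00000032356, chromosome 9 from 89909908 to 90026977) had 1 count over the PBS libraries, 77 in dsHMGB1, 6 in LPS and 10 in LPS/IFNγ. Its ratio over PBS was 83.5 in dsHMGB1 (counting interval 14.5 to 3340, adjusted p = 0.000378) and 11.3 in LPS (counting interval 1.37 to 518, adjusted p = 0.0627). *Madcam1* (ENSMUSG00000020310, chromosome 10 from 79664559 to 79668537) had 1.27 normalized counts in PBS, 19.8 ± 13.6 (SD, n = 3) in dsHMGB1 and 8.13 ± 6.56 (SD, n = 3) in LPS. Its log2 fold change over PBS was 3.82 in dsHMGB1 (standard error 1.1, adjusted p = 0.00915) and 2.55 in LPS (standard error 1.14, adjusted p = 0.0749). The rises of both genes in LPS were past 2 on the log2 scale and not called by edgeR, but DESeq2's Wald test called them (adjusted p = 0.0364 and 0.04), and *Rasgrf1* was called by edgeR in LPS when LPS replicate 2 was left out. With each library left out, the edgeR log2 fold change in LPS ranged from 2.001 (without LPS replicate 3) to 4.52 for *Rasgrf1* and from 1.5 (without LPS replicate 1) to 3.12 for *Madcam1*. Compared directly, dsHMGB1 was higher than LPS for *Rasgrf1* (log2 fold change 2.87, standard error 0.89, adjusted p = 0.0193) and not called for *Madcam1* (1.27, adjusted p = 0.33).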

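The log2 fold changes over PBS in dsHMGB1 and LPS had a Pearson correlation of 0.843 across genes (Spearman 0.82), and 0.931 over protein-coding genes. In 10 draws of simulated unchanged groups the median was 0.0332 (range 0.0148 to 0.0591), which again leaves out the error of the PBS means. The slope of the dsHMGB1 on the LPS fold changes was 0.626, or 0.736 over protein-coding genes. Of the genes above the cut-off in dsHMGB1, 88.1% were also above it in LPS, and 82% of the genes below it were also below it.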

To sum up, our results indicated that dsHMGB1 and LPS, both known as TLR4 ligands but of different origin, induced distinct but similar gene expression patterns in BMDMs. The difference recorded were less pronounced than those recorded when comparing dsHMGB1- and LPS/IFNγ-stimulated BMDMs. 

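Between dsHMGB1 and LPS, 2670 genes were called higher and 1791 lower, 4461 in all, against 5621 called between dsHMGB1 and LPS/IFNγ. Among protein-coding genes, 1601 were called higher and 1645 lower than in LPS in the same fit, and 1799 and 1563 in a fit of these genes alone. In the comparison with LPS, 40.5% of the processed pseudogenes had a log2 fold change above 2 (median 1.46), while their median was -0.09 in the comparison with LPS/IFNγ.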

### 3.4. frHMGB1 and dsHMGB1 Attenuated BMDM-Derived Foam Cell Formation

To further identify the biological process enriched by dsHMGB1 compared to LPS and LPS/IFNγ, GSEA was performed comparing dsHMGB1 with LPS and dsHMGB1 with LPS/IFNγ groups. There were 127 and 51 gene sets enriched in the dsHMGB1 group compared to the LPS and LPS/IFNγ groups, respectively, and nine gene sets were commonly enriched in both comparisons (Figure 5A). 

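The GO sets used in the study were not used here. Of the corresponding Reactome sets, the TLR4 cascade (89 genes) was lower in dsHMGB1 than in LPS (median log2 fold change -0.21, camera adjusted p = 0.000177, 63 genes lower) and did not differ from LPS/IFNγ (median -0.09, adjusted p = 0.708). The TLR7/8 cascade (63 genes) had medians of -0.11 against LPS (adjusted p = 0.00235) and -0.04 against LPS/IFNγ (adjusted p = 0.94), and the TLR9 cascade (65 genes) -0.1 (adjusted p = 0.00278) and -0.03 (adjusted p = 0.997). With the correlation estimated from the libraries, none of the 3 cascades differed from LPS (adjusted p = 0.364, 0.478 and 0.489). For the TLR9 cascade against LPS/IFNγ, the mean of the genes was 0.00474, so that median and mean differ in sign. The set of protein arginine methyltransferases that methylate histones (20 genes) was higher in dsHMGB1 than in LPS (median 0.16, adjusted p = 0.157) and LPS/IFNγ (median 0.45, adjusted p = 0.122) without passing the threshold in camera, and passed it in fry (adjusted p = 6.56e-08 and 1.28e-07).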

The gene sets related to TLR4, TLR7, and TLR9 signalling and related to protein methylation, which is important in epigenetic modifications, were enriched in the dsHMGB1 group. Interestingly, two of the nine commonly enriched gene sets were related to foam cell differentiation. 

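Genes on foam cell differentiation were read from the panels of Figures 5D and 5E, so no set was tested, and only the calls of edgeR for each gene were counted. Of the 23 genes, 22 passed the filter on low counts. In dsHMGB1 compared with LPS, 6 were called higher, 6 lower and 10 neither. In dsHMGB1 compared with LPS/IFNγ, 9 were called higher, 5 lower and 8 neither. Adjusted over the list alone, the calls were 7 higher and 9 lower against LPS and 10 higher and 5 lower against LPS/IFNγ. Since the study chose the list on these samples, these are not independent evidence.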

The enrichment plot showed that dsHMGB1 resulted in foam cell differentiation gene set enrichment compared to the LPS/IFNγ (Figure 5B) and LPS (Figure 5C) groups.

Foam cell, which forms through dysregulated lipid metabolism, is a subtype of macrophage. As we aimed to characterize the special macrophage phenotype induced by HMGB1 stimulation, we proceeded to further investigate whether HMGB1 induced foam cell differentiation. The genes related to foam cell differentiation were separated into positive regulation (GO:0010744, listed in Figure 5D) and negative regulation (GO:0010745, listed in Figure 5E) groups. However, we were not able to define dsHMGB1 as a positive or negative regulator of foam cell formation: dsHMGB1 resulted in partial gene upregulation and partial gene downregulation compared with the PBS control. 

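Over PBS, dsHMGB1 raised 7 of the 13 tested genes of Figure 5D (*Apobr*, *Csf1*, *Csf2*, *Il18*, *Mapk9*, *Msr1* and *Nfkb1*) and lowered 1 (*Prkch*), and raised 5 of the 9 tested genes of Figure 5E (*Abca1*, *Itgav*, *Nfkbia*, *Nr1h2* and *Nr1h3*) and lowered 2 (*Itgb3* and *Pparg*). Over both panels, 10 genes were called higher and 7 lower in LPS, 9 higher and 6 lower in LPS/IFNγ, and 2 higher and 0 lower in frHMGB1. The 12 genes called higher and 3 lower in dsHMGB1 over PBS became 12 and 3 when adjusted over the list alone.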

The expression of the selected genes (*Lpl* and *Pf4* from the positive list and *Nr1h3* and *Abca1* from the negative list) were quantified by qPCR (Supplementary Figure S2). However, the qPCR results were not in line with the RNA-Seq data: only *Nr1h3* was upregulated by dsHMGB1 than frHMGB1 with a relatively small fold change, while the other three genes were downregulated by dsHMGB1 (Supplementary Figure S2).

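*Lpl* (ENSMUSG00000015568, chromosome 8 from 68880491 to 68907448) had 207840 ± 57688 normalized counts (SD, n = 3) in PBS, 253090 ± 18465 (SD, n = 3) in dsHMGB1, 170090 ± 5805 (SD, n = 3) in LPS and 133990 ± 949 (SD, n = 3) in LPS/IFNγ. Its log2 fold change in dsHMGB1 was 0.28 over PBS (standard error 0.16, adjusted p = 0.0847), 0.57 over LPS (adjusted p = 0.00281) and 0.92 over LPS/IFNγ (adjusted p = 8.83e-05). *Pf4* (ENSMUSG00000029373, chromosome 5 from 90772435 to 90773383) had 245.5 ± 255 (SD, n = 3) in PBS and 479 ± 48.4 (SD, n = 3) in dsHMGB1, a log2 fold change of 0.97 (standard error 0.5, adjusted p = 0.0955). PBS replicate 3 decided both comparisons with PBS: without it, dsHMGB1 was called higher for *Lpl* (edgeR log2 fold change 0.5) and *Pf4* (2.25). A fit with a replicate block called *Pf4* higher as well (1.26). *Nr1h3* (ENSMUSG00000002108, chromosome 2 from 91184061 to 91202834) rose from 3361 ± 849 (SD, n = 3) in PBS to 7808 ± 488 (SD, n = 3) in dsHMGB1, a log2 fold change of 1.22 (standard error 0.15, adjusted p = 2.42e-06). *Abca1* (ENSMUSG00000015243, chromosome 4 from 53030787 to 53159895) had 7059 ± 4979 (SD, n = 3) in PBS and 24508 ± 7923 (SD, n = 3) in dsHMGB1, a log2 fold change of 1.8 (standard error 0.49, adjusted p = 0.0124). The means in frHMGB1 were 207520 for *Lpl*, 145.8 for *Pf4*, 4108 for *Nr1h3* and 9536 for *Abca1*.

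**Figure D3:**
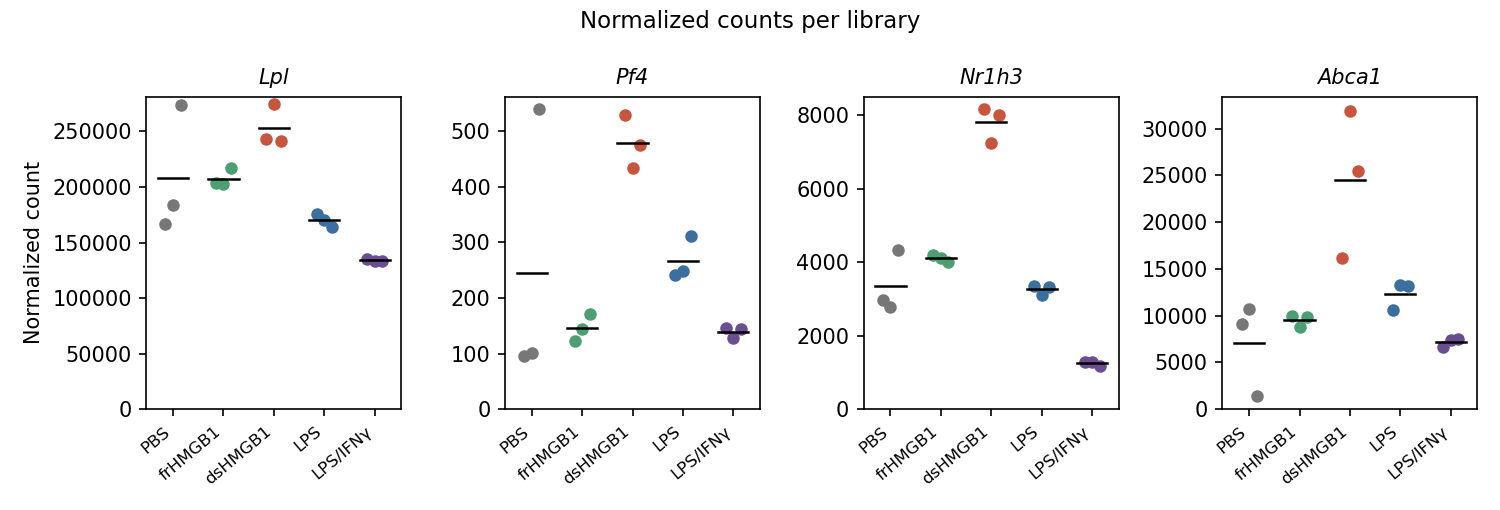
Normalized counts of *Lpl*, *Pf4*, *Nr1h3* and *Abca1* by stimulation. Points are the 3 libraries of a condition and lines are means. The PBS libraries of *Pf4* and *Abca1* spread by 255 and 4979 (SD).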

To further explore the GSEA suggested involvement of dsHMGB1 in foam cell differentiation, we stimulated BMDMs with oxLDL, a commonly used molecule to induce in vitro foam cell formation. Stimulated-BMDMs were stained with oil red O to detect neutral lipids and lipid droplets. After 24-h incubation, there was almost no oil red positive staining in frHMGB1- or dsHMGB1-stimulated BMDMs, regardless of oxLDL stimulation; in contrast, lipid droplet accumulation was observed in PBS, LPS, and LPS/IFNγ groups after oxLDL stimulation (Figure 6A). Quantification of positive staining demonstrated an equal oxLDL uptake in M1- and LPS-stimulated BMDMs and a lower uptake in control BMDMs (Figure 6B). 

We continued to investigate whether increasing HMGB1 concentration influenced lipid metabolism. Up to 50 µg/mL, both frHMGB1 and dsHMGB1 stimulation resulted in an elongated cell shape (Supplementary Figure S3B); dsHMGB1 showed cytotoxicity at 100 µg/mL, while frHMGB1 was not cytotoxic in any of the tested concentrations (Supplementary Figure S3A). By increasing the concentration, both dsHMGB1 and frHMGB1 led to some lipid droplet accumulation after oxLDL stimulation, but not more than the PBS control (Supplementary Figure S3B,C). In summary, we could not confirm that the suggested feature of dsHMGB1 induces BMDM-derived foam cell formation, and neither did the frHMGB1 investigated in parallel.

## 4. Discussion

Macrophages play important roles in both tissue homeostasis and during inflammatory conditions. Macrophages are plastic, and their functional subtypes develop in response to triggering cues in the local environment. A deepened understanding of the transcriptional profiles and the molecular pathways associated with the different macrophage subtypes is essential for the further characterisation of the complex biology of macrophages. Macrophage polarization, the differentiation into functional phenotypes, is affected by both exogenous triggers, i.e., PAMPs, and endogenous triggers, i.e., DAMPs. In this study, we report the impact on macrophage polarization of the prototypic DAMP molecule HMGB1. This is, to our knowledge, the first study reporting gene expression profiles induced by different redox isoforms of HMGB1 on BMDMs. 

We used simultaneous stimulations with both LPS and IFNγ to induce M1 cells, which is the standard protocol [29]. Using RNA-Seq, we corroborated our previously reported findings that dsHMGB1 resulted in a distinct but similar gene expression profile to LPS/IFNγ-stimulated BMDMs. Overall, 218 genes were either up- or downregulated by dsHMGB1 but unchanged by LPS/IFNγ stimulation. However, no significant GO enrichment could be defined based on these genes. Overall, 1186 genes were either up- or downregulated by both dsHMGB1 and LPS/IFNγ stimulation, and these genes showed enrichment in inflammatory processes, as well as cytokine response and regulation. These data provide a molecular explanation for the earlier assumption that dsHMGB1 induces an M1-like phenotype. 

We then compared the gene expression patterns after stimulation with dsHMGB1 and LPS alone. The comparison revealed highly similar transcriptomic changes with only 112 genes specifically up- or downregulated by dsHMGB1. Again, no specific significant GO enrichment could be defined. This was expected as dsHMGB1 and LPS both ligate to TLR4 complex, and both have been previously demonstrated to activate the NFκB signalling pathway [7,30]. In this study, we demonstrated that TLR4 activation by the investigated PAMP and DAMP resulted in highly similar transcriptomic changes. 

To validate the RNA-Seq findings, we chose to quantify gene expression by qPCR for a selected set of genes. Overall, there was a good correspondence between RNA-Seq and qPCR results. *Rasgrf1* and *Madcam1* were higher expressed in the dsHMGB1-stimulated than LPS/IFNγ-stimulated BMDMs. 

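In the RNA-Seq counts, the log2 fold change between dsHMGB1 and LPS/IFNγ was 2.65 for *Rasgrf1* (standard error 0.81, adjusted p = 0.0164) and 3.33 for *Madcam1* (standard error 1.09, adjusted p = 0.0235). Both rest on few counts, since the LPS/IFNγ means were 3.24 ± 1.95 and 1.93 ± 1.84 normalized counts (SD, n = 3). The call of *Rasgrf1* was lost without dsHMGB1 replicate 3 (edgeR log2 fold change 2.46) and without LPS/IFNγ replicate 1 or 2 (2.42 for both). The call of *Madcam1* was lost without dsHMGB1 replicate 1 (3.17) or 3 (2.71) and without LPS/IFNγ replicate 1 (3.31) or 2 (2.74).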

*Rasgrf1* encodes the protein named Ras guanine nucleotide releasing factor 1 (RasGRF1), which was detected in synovial macrophages in situ [31]. RasGRF1 was significantly enhanced in rheumatoid arthritis synovial tissue, and it contributed to Matrix metalloproteinase-3 (MMP-3) production [31]. Mucosal Addressin Cell Adhesion Molecule 1 (MAdCAM1) has been demonstrated to regulate lymphocyte migration [32] and immune cell infiltration [33]. Our data thus suggest mechanisms by which dsHMGB1 can contribute to joint destruction and cell migration. 

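*Hamp* had 559 ± 69 normalized counts (SD, n = 3) in LPS, 1.42 in PBS and 1.07 in frHMGB1. Between dsHMGB1 and LPS its log2 fold change was -7.69 (standard error 0.48, adjusted p = 3.57e-08), with 10 counts over the dsHMGB1 libraries and 1194 over the LPS libraries.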

*Hamp*, encoding the protein Hepcidin, was higher expressed in both LPS- and LPS/IFNγ-stimulated than dsHMGB1-stimulated BMDMs. Hepcidin is a regulator of iron metabolism. Increased hepcidin expression results in the retention of iron in macrophages, leading to oxidative stress [34,35]. This may explain our previous finding that nitric oxide (NO) was only measurable from LPS/IFNγ-stimulated but not dsHMGB1-stimulated BMDMs [22]. Again, these results clearly indicated the dsHMGB1 induced a phenotype different from the classical M1.

We used GSEA to further study potential enrichments in biological processes. In GSEA, the enrichment of a defined set of genes, previously associated with a certain pathway or process, is analyzed for enrichment. Overall, 127 gene sets were enriched by dsHMGB1 as compared to LPS, and 51 gene sets were enriched by dsHMGB1 as compared to LPS/IFNγ. Of these, nine gene sets were shared and contained three TLR regulatory processes, for TLR4 7 and 9; three protein methylation processes, one anti-fungal process and two foam cell-associated processes. The TLR4 process supports our data on dsHMGB1 inducing a distinct macrophage phenotype. TLR7 and TLR9 are in line with the previously described role of HMGB1 in endosomal uptake of LPS via RAGE for further translocation to cytosolic LPS receptors [36]. HMGB1 could play a similar role in the uptake of TLR7 and TLR9 ligands for deposit in endosomes expressing TLR7 and TLR9. Protein methylation are processes important for epigenetic regulation of the chromatin [37]. How HMGB1 participates in such processes deserves further studies, as does the potential role of HMGB1 in anti-fungal immunity.

Foam cells in atherosclerotic lesions mainly originate from either circulated monocyte-derived macrophages or smooth muscle cells [38,39,40]. Foam cells are formed through dysregulated lipid metabolism resulting in intracellular storage of lipid droplets [41]. HMGB1 has been reported to promote cholesterol accumulation in vascular smooth muscle cells [42] and to accelerate oxLDL-induced foam cell formation and apoptosis in RAW264.7 cells [43]. Thus, to test whether dsHMGB1 polarized BMDMs to foam cells, we stimulated BMDMs with fr- and dsHMGB1 and subsequently fed the cells oxLDL. In contrast to the studies above, our data revealed that both dsHMGB1- and frHMGB1-stimulation restrained foam cell formation. 

OxLDL is taken by the cells via the scavenger receptors. 

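Of the 7 genes *Scarb1*, *Scarb2*, *Cd36*, *Colec12*, *Scara3*, *Cd68* and *Olr1*, edgeR called 3 in at least 1 of the 6 comparisons (frHMGB1, dsHMGB1, LPS and LPS/IFNγ with PBS, and dsHMGB1 with LPS and with LPS/IFNγ). *Scarb1* (ENSMUSG00000037936, chromosome 5 from 125277087 to 125341094) was called in 5 and fell from 5574 ± 1032 normalized counts (SD, n = 3) in PBS to 3129 ± 139 (SD, n = 3) in dsHMGB1 (log2 fold change -0.83, standard error 0.12, adjusted p = 0.000149), 2024 in LPS and 2020 in LPS/IFNγ. *Colec12* (ENSMUSG00000036103, chromosome 18 from 9707595 to 9882644) was called in 3 and fell from 6635 ± 2351 (SD, n = 3) in PBS to 3665 ± 276 (SD, n = 3) in dsHMGB1 (log2 fold change -0.86, standard error 0.21, adjusted p = 0.00429). *Scarb2*, *Cd36*, *Scara3* and *Cd68* were called in 0 of the 6, and their smallest unadjusted p over the 6 comparisons were 0.0312, 0.463, 0.109 and 0.117. These 6 leave out 4 of the possible comparisons. A test of any difference among the 5 conditions, added after the calls were seen, gave adjusted p of 3.37e-08 for *Scarb1*, 0.0387 for *Scarb2*, 0.962 for *Cd36*, 0.000634 for *Colec12*, 0.437 for *Scara3*, 0.327 for *Cd68* and 9.14e-12 for *Olr1*.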

We found that scavenger receptors (*Scarb1*, *Scarb2*, *Cd36*, *Colec12*, *Scara3*, *Cd68*, and *Olr1*) binding oxLDL were differentially expressed among the five groups (Supplementary Figure S4). 

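*Olr1* (ENSMUSG00000030162, chromosome 6 from 129485244 to 129507165) had 8.65 ± 5.52 normalized counts (SD, n = 3) in PBS, 22.4 ± 7.87 (SD, n = 3) in frHMGB1, 1713 ± 101 (SD, n = 3) in dsHMGB1, 3426 ± 89.3 (SD, n = 3) in LPS and 15412 ± 776 (SD, n = 3) in LPS/IFNγ. Its log2 fold change over PBS was 10.63 in LPS/IFNγ (standard error 0.25, adjusted p = 1.76e-11), 7.46 in dsHMGB1 (adjusted p = 4.32e-10) and 1.21 in frHMGB1 (adjusted p = 0.0525). Between dsHMGB1 and LPS/IFNγ it was -3.17 (standard error 0.09, adjusted p = 3.46e-07).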

LPS/IFNγ-stimulated BMDMs showed higher expression of *Olr1*, which encodes the oxLDL receptor lectin-like oxidized low-density lipoprotein receptor-1 (LOX-1). LOX-1 is upregulated after exposure to pro-inflammatory and pro-atherogenic stimuli and can be detected in atherosclerotic lesions [44]. Lee et al. [45] demonstrated that HMGB1 enhanced oxLDL uptake through induction of LOX-1 in human coronary artery endothelial cells, while our RNA-Seq results or in vitro foam cell induction experiments were not in line with this finding. One potential explanation could be that HMGB1 acts as an antagonist of oxLDL receptors, and the pre-treatment of HMGB1, therefore, inhibited oxLDL uptake. However, there has been no study investigating the binding between HMGB1 and the scavenger receptors of oxLDL in BMDMs. Future confirmation studies are highly warranted.

HMGB1-stimulated BMDMs showed a stretched and elongated shape, which we have previously observed in a scratch assay, where both fr- and dsHMGB1 induced BMDM migration [22]. 

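The lists of S-phase and G2/M genes and the mismatch repair set were lower than in PBS in LPS/IFNγ and also in dsHMGB1. Between dsHMGB1 and LPS/IFNγ, camera called neither the S-phase genes (median log2 fold change 0.29, adjusted p = 0.471) nor the G2/M genes (0.33, adjusted p = 0.201). The test fry called the G2/M genes higher in dsHMGB1 (adjusted p = 0.00623), and camera the mismatch repair set (adjusted p = 0.0113, or 0.225 with the estimated correlation). The larger Reactome set on the mitotic cell cycle (384 genes) did not differ from PBS in LPS/IFNγ (median -0.08, camera adjusted p = 0.474), LPS (median -0.05, adjusted p = 0.972) or dsHMGB1 (median -0.06, adjusted p = 0.518). The set on DNA replication (99 genes) did not differ in LPS/IFNγ (median -0.07, adjusted p = 0.442). In LPS/IFNγ, 114 genes of the mitotic set were called higher and 152 lower, and fry gave an adjusted p of 0.00397 in the lower direction.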

The function data can be explained by RNA-Seq data indicating that LPS/IFNγ-stimulated BMDMs seemed to show an impairment of the cell cycle. Earlier studies suggested that M1 mounted a rapid and effective immune response against highly proliferative intracellular pathogens, producing NO, reactive oxygen species (ROS), and pro-inflammatory cytokines. This process is rapid and energy-intensive, causing macrophages to exit from the cell cycle during M1 differentiation, indicating potential coordination between metabolic regulation and macrophage physiology [46,47]. 

Our study has some limitations. Firstly, the RNA-Seq was only performed on technical replicates, and a few of the RNA-Seq results were not reproducible by qPCR verification. This could be due to either the biological variation or the different quantification principles between RNA-Seq and qPCR, for example, sequencing depth and the specific transcripts measured. Additionally, oxHMGB1 was not included in this study. Although there has been no inflammation-generation function reported, oxHMGB1 was found to be an anti-inflammatory molecule resulting in immunocompetent cell recruitment to inhibit cytotoxic cells [48]. Furthermore, we studied gene expression occurring after 24 h; the expression changes occurring in earlier or later time points were not investigated. For instance, we previously identified the *Il6* expression peak after dsHMGB1 stimulation for 7 h [22]. 

Taken together, our data indicated that though dsHMGB1 resulted in M1-like pro-inflammatory cytokine release and a pro-inflammatory gene expression phenotype, the elongated cell shape and reduced foam cell development feature were closer to the M2-like anti-inflammatory phenotype.

## 5. Conclusions

We report for the first time the effect of different HMGB1 redox forms on macrophage polarization by using RNA-Seq. Our results revealed that frHMGB1 did not induce any significant transcriptomic changes compared to PBS control. dsHMGB1 induced a pro-inflammatory phenotype, which confirmed current knowledge and gave a more in-depth understanding of the downstream effects. Interestingly, dsHMGB1 induced similar transcriptomic changes as LPS but differed more from the classical M1. As opposed to M1, dsHMGB1-stimulated macrophages retained their migratory capacity. It is interesting to speculate that dsHMGB1, as a DAMP, induces a macrophage phenotype on the M1 end of the polarization spectrum though more fine-tuned to sterile inflammatory conditions, to deal with cell death, tissue injury and subsequent regeneration rather than defence against pathogens, evident by its suggested role in TLR7 and TLR9 regulation and retained migratory capacity. Finally, our study also suggested that both frHMGB1 and dsHMGB1 attenuated foam cell formation from BMDMs.

## Figures and Tables

**Figure 1:**
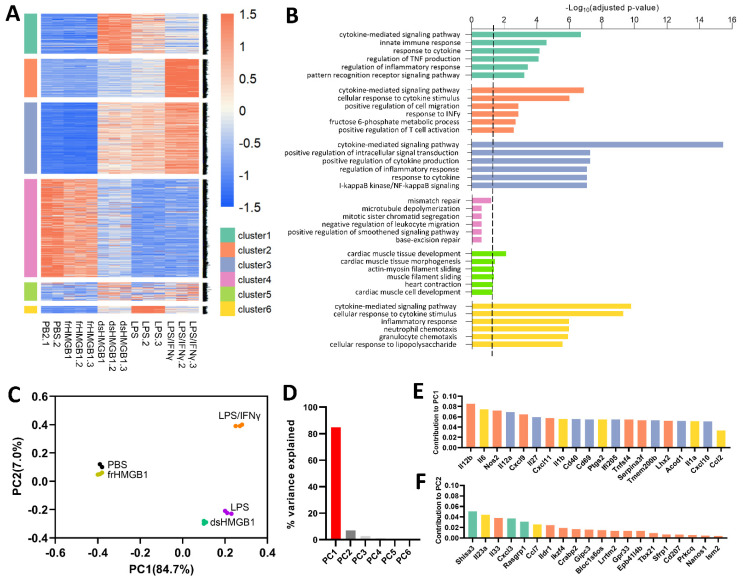
The general overview of transcriptome patterns of BMDMs stimulated 24 h with frHMGB1, dsHMGB1, LPS and LPS/IFNγ. (**A**) Clustered heatmap of normalized counts of 3952 differentially expressed genes. (**B**) Functional annotation of genes in each cluster was condcuted based on Gene Ontology (GO) enrichment. Only the top six enriched gene sets are presented, sorted by adjusted *p*-value. The scatter line indicates the cut-off *p*-value 0.05. (**C**) Principal component analysis (PCA) plot of the samples. (**D**) Percentage of variance explained by principal component (PC) 1 to 6. Only PC1 explained more than 80%; the other PCs were less abundant than PC1; especially none of PC2 to PC6 excessed 10%. (**E**,**F**) Ranking of the top 20 leading genes that contribute to the variance in PC1 and PC2. The colour of the bars of each gene corresponds to the colours of clusters specified in (**A**).

**Figure 2:**
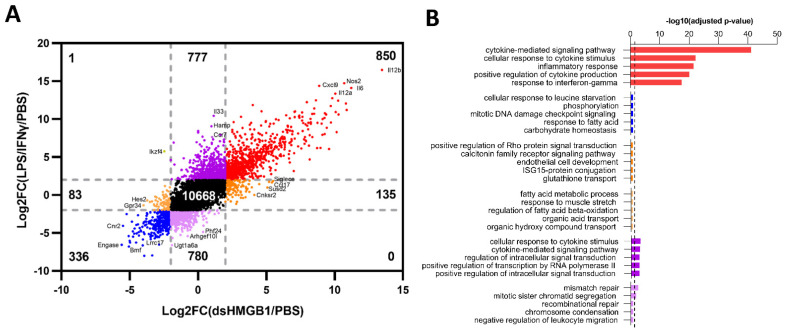
Comparison of common and distinct genes of LPS/IFNγ- and dsHMGB1-stimulated BMDMs. (**A**) Log2FoldChange (Log2FC) vs. Log2FC plot of dsHMGB1 vs. control on the *x*-axis and LPS/IFNγ vs. control on the *y*-axis highlighting common upregulated genes in red (850 genes), common downregulated genes in blue (336 genes), LPS/IFNγ up- and dsHMGB1 downregulated genes in dark yellow (1 gene), dsHMGB1-distinct genes in orange (218 genes) and LPS/IFNγ-distinct genes (1557 genes) in purple. Grey dotted lines represent a ±2 cut-off. (**B**) GO analysis on six gene sets, only the top five enriched biological processes are presented, sorted by adjusted *p*-value. The scatter line indicates the cut-off *p*-value 0.05.

**Figure 3:**
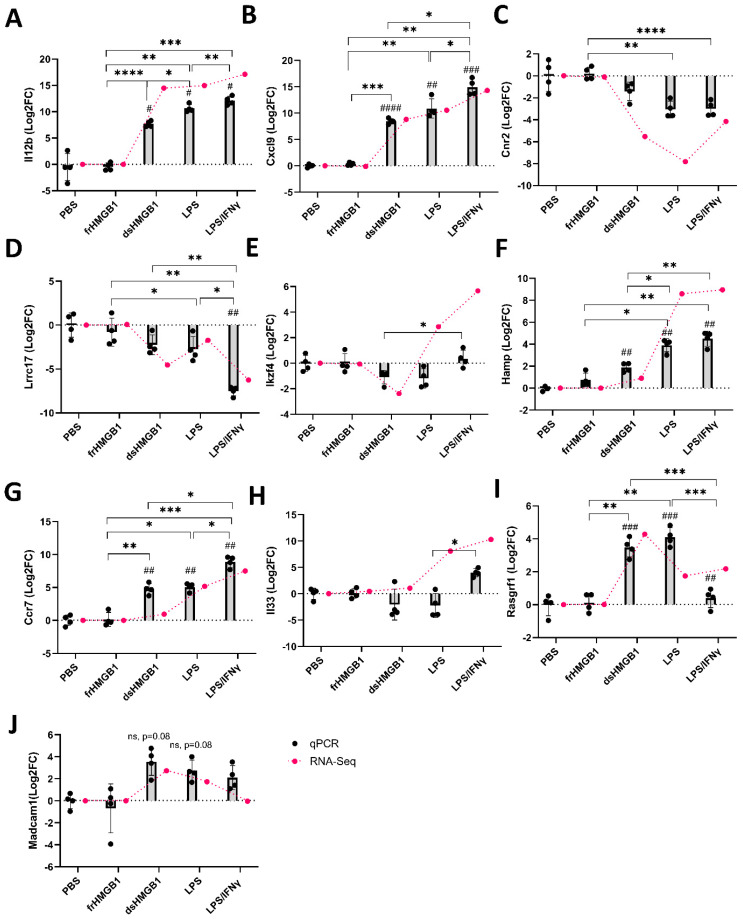
qPCR validation of the featured genes identified by RNA-Seq. Expression of *Il12b* (**A**), *Cxcl9* (**B**), *Cnr2* (**C**), *Lrrc17* (**D**), *Ikzf4* (**E**), *Hamp* (**F**), *Ccr17* (**G**), *Il33* (**H**), *Rasgrf1* (**I**), *Madcam1* (**J**) were determined using qPCR in BMDMs stimulated for 24 h by frHMGB1, dsHMGB1, LPS and LPS/IFNγ (M1), *n* = 4 mice, 2 replicates/mouse/condition. Gene expression is represented as Log2FoldChange (Log2FC) relative to the mean of the PBS group, and the scale bars represent the standard deviations (SD). Red dots represent the RNA-Seq results. Statistical comparisons were performed using RM-one way ANOVA with Turkey’s multiple comparisons test on data that are normally distributed or using Friedman test with Dunn’s multiple comparisons on data that are not normally distributed. # = significant comparing with PBS control; * = significant comparing between two treatment groups. */#, *p* < 0.05; **/##, *p* < 0.01; ***/###, *p* < 0.001; ****/####, *p* < 0.0001.

**Figure 4:**
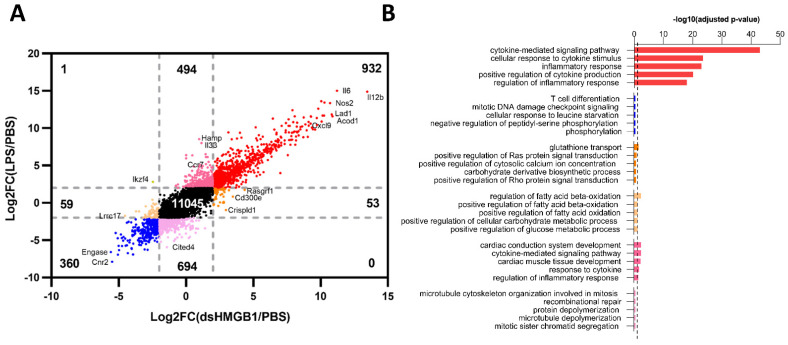
Comparison of common and distinct genes of LPS- and dsHMGB1-stimulated BMDMs. (**A**) Log2FoldChange (Log2FC) vs. Log2FC plot of dsHMGB1 vs. control on the *x*-axis and LPS vs. control on the *y*-axis highlighting common upregulated genes in red (932 genes), common downregulated genes in blue (360 genes), LPS up- and dsHMGB1 downregulated genes in dark yellow (1 gene), dsHMGB1-distinct genes in orange (112 genes) and M1-distinct genes (1188 genes) in pink. Grey dotted lines represent a ±2 cut-off. (**B**) GO analysis on six gene sets; only the top five enriched biological processes are presented, sorted by *p*-value. The scatter line indicates the cut-off *p*-value 0.05.

**Figure 5:**
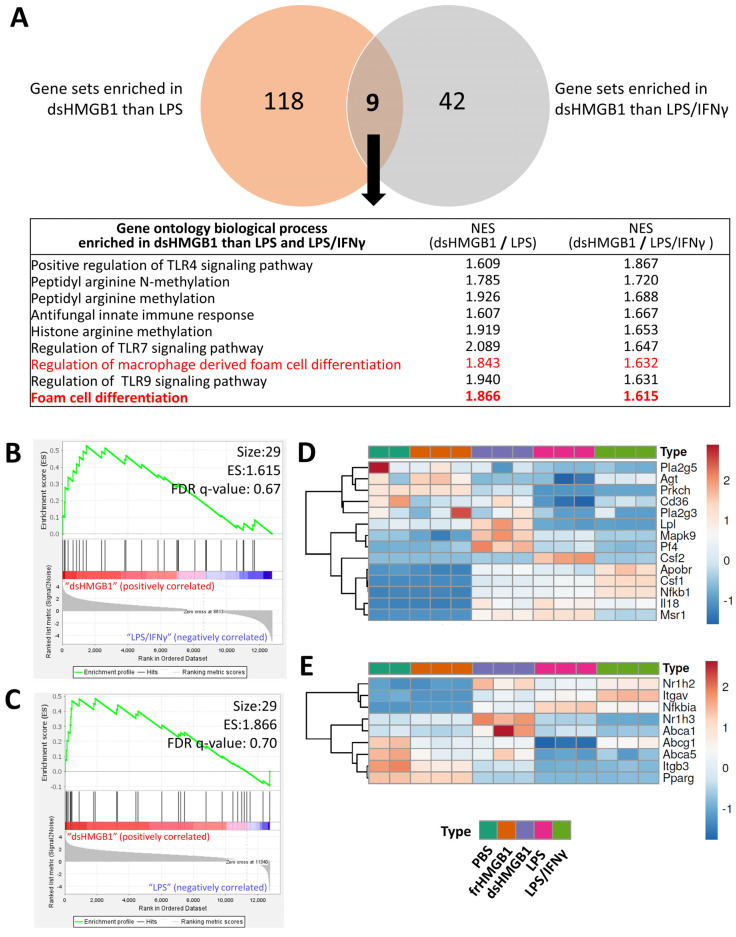
Foam cell differentiation-related gene sets were enriched by dsHMGB1 than LPS and LPS/IFNγ. (**A**) GSEA analysis revealed that 127 gene sets were enriched by dsHMGB1 than LPS, 51 gene sets were enriched by dsHMGB1 than LPS/IFNγ (NES cut-off = 1.6). Nine sets were commonly enriched, among which two were related to foam cell differentiation. (**B**) Foam cell differentiation was enriched by dsHMGB1 (left, red) comparing with LPS/IFNγ (right, blue). (**C**) Foam cell differentiation was enriched by dsHMGB1 (left, red) comparing with LPS (right, blue). (**D,E**) The genes included in positive (D) and negative (E) regulation of macrophage-derived foam cell differentiation (GO:0010744 and GO:0010745) were listed and heatmap which was created based on the normalized gene counts in each sample. Colour intensity was scaled within each row so that the highest value corresponds to red and the lowest to blue. Abbreviation: ES, enrichment score; NES, normalized enrichment score; FDR, False Discovery Rate.

**Figure 6:**
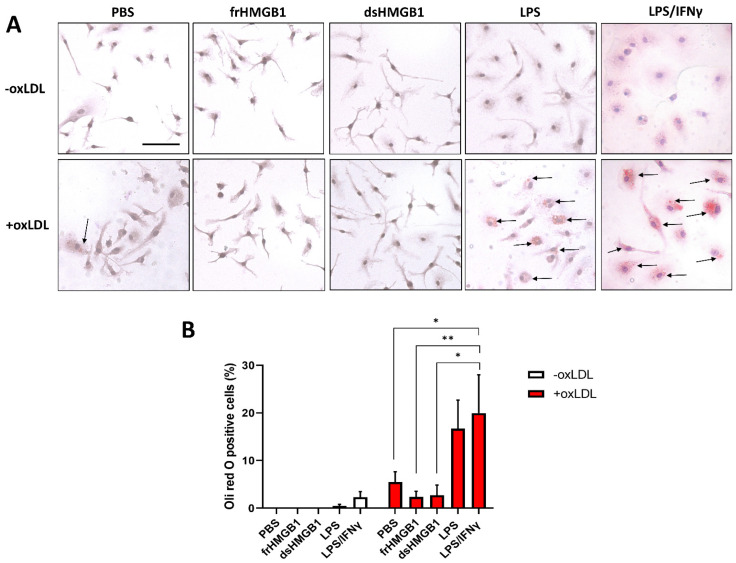
Effects of HMGB1 on foam cell formation from BMDMs. After incubation with frHMGB1 (5 µg/mL), dsHMGB1 (5 µg/mL), LPS (1 µg/mL) or LPS/IFNγ (100 ng/mL LPS and 20 ng/mL IFNγ) for 2 h, BMDMs were treated with oxLDL (100 μg/mL) for 24 h. (**A**) Oil red O staining in stimulated BMDMs. Scale bar = 10 μm. (**B**) The percentage of cells with lipid droplets stained using oil red O in BMDMs with and without oxLDL induction, normalized with haematoxylin counterstaining. Average was calculated from the three pictures taken from each cell culture well, *n* = 4 mice, mean of 4+SEM. Statistical comparisons were performed using two-way ANOVA with Šídák’s multiple comparisons, *, *p* < 0.05; **, *p* < 0.01.

## Data Availability

All the RNA-Seq raw data generated in this study were deposited at the Gene Expression Omnibus under accession number GSE200210. Other data would be available on request from the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom12060779/s1, Supplementary Table S1. RNA-Seq quality control, Supplementary Table S2. qPCR primer pairs sequence, Supplementary Figure S1. dsHMGB1-stimulation distinctively upregulated and downregulated genes comparing with LPS- and LPS/IFNγ-stimulation, Supplementary Figure S2. qPCR validation of the foam cell formation featured genes identified by RNA-Seq, Supplementary Figure S3. Effects of HMGB1 on foam cell formation from BMDMs, Supplementary Figure S4. Gene expression of scavenger receptors to oxLDL.

How the deposited data were processed for this re-analysis (not part of the article)

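RNA was sequenced from 15 samples of BMDMs, 3 for each of PBS, frHMGB1, dsHMGB1, LPS and LPS/IFNγ, after 24 h of stimulation. The macrophages grown from 5 mice were pooled before seeding, so the samples of a condition are technical replicates. The paper gives a culture of 8 to 9 days before seeding and the sample labels 10 days, and the LPS concentration in LPS/IFNγ is 100 ng/mL in the paper and in the protocol text of the labels and 1000 ng/mL in their treatment field. Samples were grouped by the paper's conditions. The heatmaps of the paper show 2 columns for PBS, and its text does not say which PBS samples they are. All 3 PBS libraries were kept, and values without PBS replicate 3 are given where that library decides a result.

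According to the methods of the paper, the authors prepared stranded mRNA libraries, sequenced them in paired-end mode on a NextSeq 2000, aligned the reads to GRCm38 with STAR and compared conditions with DESeq2, using a log2 fold change cut-off of 2 in either direction and no p because the replicates were technical. The deposited table holds whole numbers of reads per gene for 51763 Ensembl identifiers, and no normalization or filter had been applied to it. These counts are given as deposited, and before deposition the authors aligned the reads with STAR and counted them per gene. The counting program and its annotation are not given in the sources used here. Of the identifiers, 51661 were found in GENCODE M21 and 102 were not. The table has 0 columns without a sample. In no pair of replicates were the counts near enough to be copies of one library: the chi-square per degree of freedom lay between 4.47 and 950.4.

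Genes were kept by edgeR's filterByExpr, which asks for about 10 counts in the libraries of a condition and 15 in total, and 16919 genes passed. Called genes are those with a Benjamini-Hochberg adjusted p under 0.05 in the quasi-likelihood F test of edgeR 4.0.16, with TMM normalization, all 15 libraries in one fit and no covariates. The comparisons were each stimulation with PBS, dsHMGB1 with LPS, and dsHMGB1 with LPS/IFNγ. Normalized counts, unshrunken log2 fold changes and their standard errors come from DESeq2 1.42.0, and fold change classes and the cut-off of 2 rest on them without a test, as in the paper. The tests ran in R 4.3.3. Where a group had 0 counts, a fold is given against 3 counts over the group. It leaves out the counting error of the other group and is not a strict limit. Ratios with few counts have 95% intervals that cover counting error only. Reads of one molecule amplified by PCR are not independent.

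Principal components were computed from log2(normalized count + 1), centred per gene, over the 5623 genes past the cut-off in any stimulation. The same genes were clustered from normalized counts by Ward's method with 1 minus Pearson's r as the distance. Correlations of fold changes are across genes, which are not independent replicates, and were set beside 10 draws of simulated unchanged groups compared with the same PBS libraries. The groups were drawn around the means of these libraries, so the error of the PBS means, which both fold changes share, is left out.

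Gene sets were tested with camera of limma 3.58.1, at a preset inter-gene correlation of 0.01 on log2 CPM (counts scaled to library size) with a prior count of 2, and with fry beside it. The sets were Reactome sets from the R package fgsea 1.28.0, the cell cycle lists of Seurat 5.3.0 and lists written before the counts were examined (M2 genes, LXR and cholesterol efflux genes, sterol synthesis genes, NRF2 genes, unfolded protein genes, interferon-stimulated genes, interferon-gamma genes, fibroblast genes, and cardiac, neutrophil, lymphocyte, erythroid and sex genes). Adjustment covered 168 tests of 28 sets and lists in 6 comparisons. A set was used when at least 80% of its members were found in the table, which left out the Reactome sets on chemokine receptors (77.9%) and the unfolded protein response (63.6%). The lists of cardiac, neutrophil, lymphocyte, erythroid and sex genes had 4, 3, 2, 0 and 1 genes past the filter and were not tested. The GO enrichment and the GSEA of the paper were not repeated, because their gene set collections were not used here.

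Genes named in the text were chosen by a rule written before the counts were examined. It takes every gene that the paper names from its RNA-Seq data in its text or on its figure panels, the receptors and the protein under study, and, for each comparison, the 5 largest rises and the 5 largest falls among called genes with a mean of at least 100 normalized counts and no overlap between the replicates. Values of the paper's genes are shown in its figures and had been seen. *Tnf*, *Cxcl2*, *Saa3*, *Ccl5*, *Cxcl10*, *Il1a*, *Fth1*, *Col1a1*, *Ighm*, *Mybpc3*, the heart muscle genes, the mitochondrial genes, and *Tgfbi*, *Osbpl3* and *Mmp9* were named after their values were seen.

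The alternatives were DESeq2's Wald test, RLE normalization, no filter on low counts, a filter of 1 CPM in 3 libraries, a test of a fold change above 2, each pair of conditions fitted alone, a replicate block, and each library left out in turn (for tests, each library of the comparison). For fold change classes they were edgeR's fold changes, shrunken fold changes, a mean of at least 10 normalized counts, a cut-off of 1 and an added adjusted p. For principal components they were all tested genes, a pseudocount of 10 and the variance stabilizing transformation of 500 genes, and for clusters log2 values. The restriction to protein-coding genes was added after the pseudogene counts were seen, and a test of any difference among the 5 conditions was added for the scavenger receptors after their calls were seen. Tested on simulated data, in which 200 of 16919 genes were changed between dsHMGB1 and PBS, edgeR found 159 of them (79.5%) and also called 4 unchanged genes, while the cut-off on DESeq2's fold changes alone took in 109 unchanged genes. Total counts per library were 40934540 to 80925478.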

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

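The tests in this part were chosen only after the results were seen, except the correlation of the fall with shared sequence, the test of protein-coding genes with shared sequence, and the removal of the transcript length and GC trends from PBS replicate 3.

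The paper does not report on processed pseudogenes, which had much lower counts in frHMGB1 and LPS than in the other conditions. Over 2119 tested pseudogenes, the median log2 fold change over PBS was -1.79 in frHMGB1 and -1.53 in LPS, with 46.8% and 43.1% of them below -2, against -0.04 in dsHMGB1 and -0.03 in LPS/IFNγ. Every frHMGB1 and LPS library lay below every library of the other 3 conditions. Depth did not account for it: with all libraries thinned to 40934540 counts, the median log2 ratio in frHMGB1 went from -1.61 to -1.64, and in LPS from -2.09 to -2.08. A response to LPS would not cover the frHMGB1 libraries, which received none, and the LPS/IFNγ libraries, which did, had a median of -0.0317. The latter also received IFNγ and, by the paper, a lower LPS concentration than the LPS group. A response of the LPS group to its concentration, or one that IFNγ changes, is therefore not excluded. Genomic DNA would cover olfactory receptor genes as evenly as pseudogenes. Over 1080 such genes with a mean under 0.1 CPM, the 9 PBS, dsHMGB1 and LPS/IFNγ libraries had 982 counts (1.6 CPM, range 1.33 to 1.89) and the 6 frHMGB1 and LPS libraries 271 (0.961 CPM, range 0.585 to 1.24), a ratio of 1.67, while over all 1092 such genes the ratio was 1.02. The excess per kilobase on the 1080 genes was 0.0596% of that on 9850 annotated processed pseudogenes, or 0.0665% with all 1092, which leaves out genomic DNA as the whole cause. This last measure was settled on after the first and second had been seen.

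A candidate explanation is that reads matching several genes equally were assigned in another way in the frHMGB1 and LPS libraries, and the tests of it went both ways. If so, pseudogenes sharing more of their sequence with other genes were to fall further, but across pseudogenes the fall in frHMGB1 did not grow with the percent of shared 50-mers (Spearman 0.0789): the median was -2.12 for 1207 pseudogenes with up to 50% shared, -1.69 for 631 with 50% to 90%, -1.09 for 210 with over 90% and -0.37 for 71 with none. Other genes with copies elsewhere behaved as it needs. Among mitochondrial protein genes, the 5 with over 90% of 50-mers in other genes had a median log2 fold change of -3.91 in frHMGB1, and the 6 with under 10% had 0.44. The exceptions were mt-Atp8 (0% shared, -5.11), mt-Nd4 (62.2%, 0.28) and mt-Co1 (51.1%, 0.52). Of 43 protein-coding genes with over 90% shared, 37.2% differed by more than 1 on the log2 scale between frHMGB1 and PBS, against 4.13% of 7099 with none. The former have fewer counts (median 95.8 against 843), but genes drawn to match their mean counts gave a median of 4.65% with a 95% range of 0% to 14% in 10000 draws. A difference in how such reads were handled between libraries remains open, with no record of it in the sources used here. A difference in the cells cannot be excluded for frHMGB1, since no other condition received it, nor for LPS given without IFNγ.

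PBS replicate 3 stood apart from PBS replicates 1 and 2, a comparison that the paper does not show. Its highest correlation with them was 0.9389, below all other pairs of replicates, and 6.77% of its counts fell on Fth1, against 2.34% and 2.18%. Ribosomal protein genes took 5.45% of its counts (1.77% and 1.69% in the others). Its deviation from the other libraries of its condition fell with transcript length (Spearman -0.455), where PBS replicates 1 and 2 had 0.401 and 0.44. The deviations of PBS replicates 1 and 2 are taken in part from replicate 3, so their opposite sign is not separate evidence. Removing the length trend, which held 18.4% of the variance, raised the correlation to 0.9517, and removing the GC trend (3.39%) to 0.94, so neither was the whole cause. The frHMGB1 libraries are shallower and correlated at 0.9879 or more with one another, which argues against depth. A swap with a dsHMGB1, LPS or LPS/IFNγ library is excluded, because over protein-coding genes its highest correlation with any of these was 0.8704, against 0.9377 and 0.9428 with the other PBS replicates. With frHMGB1 libraries it correlated as well (0.9455 to 0.9483), but no frHMGB1 library had the pseudogene share of PBS (at most 0.633% against 0.877% to 1.66%), which argues against a swap with them. Neutrophil, fibroblast, lymphocyte and erythroid genes together took 215 CPM in it and 414 and 438 in the others, so more of these cells did not explain it. The lists did not move alike: fibroblast genes took 152 CPM in it and 343 and 370 in the others, lymphocyte genes 42.1 against 41.1 and 39, and the list of cardiac and striated muscle genes, not part of the sum, 8.33 against 3.59 and 2.07. Fewer fibroblasts, or a lower expression of their genes, stay open. Over the 15 libraries the lists took 13.4 to 29.8, 152 to 370, 5.45 to 52.3 and 0 to 0.0891 CPM. Macrophages and their precursors may also express genes of these lists, and bulk counts cannot show which cells they come from. Among these genes, Col1a1 had 94363 and Ighm 18201 counts in all. Shorter or more degraded RNA, or a difference between cultures, may remain as explanations that no table decides.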

How the results depend on the processing

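Only the restriction to protein-coding genes was chosen after the results were seen. All other alternatives were set before the data were examined. Where a value moved, the cause was not tested unless stated.

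The counts of called genes kept within 1.5 times their value under RLE normalization and under a replicate block in all 12 cases (higher and lower in 6 comparisons). With the replicate block, the paired numbers of higher and lower genes were 176 and 839 in frHMGB1, 3856 and 3755 in dsHMGB1, 4487 and 5849 in LPS, 4883 and 5013 in LPS/IFNγ, 2490 and 1669 in dsHMGB1 against LPS, and 2651 and 2720 in dsHMGB1 against LPS/IFNγ. The replicate numbers do not pair the samples: over 30 pairs of same-numbered libraries, the deviations from the group means correlated between -0.386 and 0.375.

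The frHMGB1 calls were the least stable. Against 222 genes higher and 963 lower, no filter on low counts gave 96 higher, a filter of 1 CPM 547 lower, DESeq2's Wald test 502 higher, and protein-coding genes alone 41 higher and 29 lower. The last 29 and the 547 come in part from fewer genes tested. Testing a fold change above 2, a stricter hypothesis, gave 19 higher and 615 lower in frHMGB1, 1693 and 964 in dsHMGB1, 2309 and 2920 in LPS, 2656 and 2311 in LPS/IFNγ, 689 and 242 in dsHMGB1 against LPS, and 419 and 723 in dsHMGB1 against LPS/IFNγ. Fitting only the 2 conditions compared, with fewer samples to estimate the spread, gave 7 and 182 in frHMGB1, 2493 and 2254 in dsHMGB1 and 3685 lower in LPS, but 3224 lower in dsHMGB1 against LPS and 4296 and 4284 in dsHMGB1 against LPS/IFNγ, where more genes were called.

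With each of the 6 libraries of a comparison left out in turn, the called genes numbered 115 to 1472 higher and 698 to 1546 lower in frHMGB1, 3451 to 5140 and 3289 to 5017 in dsHMGB1, 4317 to 5669 and 5259 to 6561 in LPS, 4487 to 5739 and 4712 to 5928 in LPS/IFNγ, 1936 to 2165 and 1320 to 1569 in dsHMGB1 against LPS, and 2279 to 2434 and 2291 to 2459 in dsHMGB1 against LPS/IFNγ. For frHMGB1, the highest numbers, 1472 and 1546, were reached without PBS replicate 3, and 134, 115 and 140 genes were called higher without frHMGB1 replicate 1, 2 and 3. Only the 2 libraries left in that condition then inform its mean. No called gene changed direction in these fits. Other splits of the 6 libraries of a comparison never gave as many calls as the real one (1 of 10 splits for each of the 6 comparisons, the real one included, and at most 9 genes called in another split for frHMGB1 and 0 otherwise), but 10 splits cannot exclude chance.

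Fold change classes moved most with the handling of genes with few counts and with the cut-off, and with edgeR's fold changes or a replicate block none of the 19 numbers left the range of 1.5 times. For the classes of dsHMGB1 and LPS/IFNγ, values that moved are given as follows. With no filter, 1522 genes were co-downregulated, 1033 and 832 dsHMGB1-distinct up and down, 2192 and 1775 LPS/IFNγ-distinct up and down, and 26 opposite. With the filter of 1 CPM, 353 were co-downregulated, 121 and 90 dsHMGB1-distinct, and 3 opposite. A mean of at least 10 normalized counts gave 129 dsHMGB1-distinct down and 6 opposite. Shrunken fold changes gave 362 co-downregulated, 133 dsHMGB1-distinct down and 3 opposite. A cut-off of 1 gave 2437 co-upregulated, 2541 co-downregulated, 434 and 536 dsHMGB1-distinct, 1486 and 1719 LPS/IFNγ-distinct and 83 opposite. An added adjusted p left 2 opposite. Protein-coding genes alone gave 139 and 98 dsHMGB1-distinct and 8 opposite.

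For dsHMGB1 and LPS, no filter gave 1424 co-downregulated, 990 and 945 dsHMGB1-distinct up and down, 1464 and 2781 LPS-distinct up and down, and 37 opposite. The filter of 1 CPM gave 409 co-downregulated, 56 and 36 dsHMGB1-distinct, 880 LPS-distinct down and 3 opposite. A mean of at least 10 normalized counts gave 89 and 71 dsHMGB1-distinct and 8 opposite. Shrunken fold changes gave 424 co-downregulated and 71 dsHMGB1-distinct down. A cut-off of 1 gave 2484 co-upregulated, 2730 co-downregulated, 291 and 389 dsHMGB1-distinct, 976 LPS-distinct up and 137 opposite. An added adjusted p left 14 opposite. Protein-coding genes alone gave 60 and 78 dsHMGB1-distinct, 703 LPS-distinct down and 1 opposite.

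Genes distinct to dsHMGB1 against both LPS and LPS/IFNγ numbered 673 up and 465 down with no filter, 38 and 20 with the filter of 1 CPM, 60 and 37 with a mean of at least 10, 143 and 181 with a cut-off of 1, 39 and 38 over protein-coding genes, and 46 down with shrunken fold changes. In frHMGB1, the genes past the cut-off were 1154 up and 2968 down with no filter, 35 and 440 with the filter of 1 CPM, 416 and 1920 with a cut-off of 1, 53 and 84 over protein-coding genes, 0 and 214 with shrunken fold changes, 57 up with a mean of at least 10 and 25 up with an added adjusted p. The genes past the cut-off in any stimulation numbered 12932 with no filter, 3434 with the filter of 1 CPM, 10768 with a cut-off of 1 and 3448 over protein-coding genes. Filters that remove genes lower such counts by construction.

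With each library left out, the classes of dsHMGB1 and LPS/IFNγ held 1152 to 1315 co-upregulated, 523 to 700 co-downregulated, 230 to 250 and 182 to 263 dsHMGB1-distinct up and down, 819 to 899 and 948 to 1096 LPS/IFNγ-distinct, and 11 to 18 opposite genes. Those of dsHMGB1 and LPS held 1232 to 1386, 600 to 789, 137 to 165 and 113 to 195, 556 to 602 and 1512 to 1770, and 20 to 30 in the same order. Genes distinct against both numbered 91 to 103 up and 62 to 114 down (114 without dsHMGB1 replicate 2), genes past the cut-off in frHMGB1 95 to 191 up (191 without PBS replicate 1 and 188 without PBS replicate 2) and 982 to 1227 down, and genes in any stimulation 5245 to 5963.

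PC1 and PC2 held 58.2% and 16.1% of the variance over all tested genes, 75% and 12.1% with a pseudocount of 10, 90.5% and 5.41% with the variance stabilizing transformation, and 81.1% and 7.34% over protein-coding genes, and 61.9% to 64.5% and 16.5% to 18.3% with each library left out. The correlation of fold changes was 0.722 for dsHMGB1 with LPS and 0.737 for dsHMGB1 with LPS/IFNγ with no filter, 0.871 and 0.86 over genes past the cut-off in either, 0.931 and 0.868 over protein-coding genes, and 0.836 and 0.845 with edgeR's fold changes. With each library left out it lay between 0.829 and 0.854 and between 0.831 and 0.858.

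Clustering log2 values put 621 genes in clusters highest in PBS, 0 in LPS and 3229 in LPS/IFNγ. Over protein-coding genes the numbers were 0 in frHMGB1, 68 in dsHMGB1, 821 in LPS and 1018 in LPS/IFNγ. With each library left out they were 722 to 2041 in PBS, 0 to 1708 in frHMGB1 (0 without PBS replicate 3), 166 to 954 in dsHMGB1 (954 without LPS replicate 1), 602 to 1699 in LPS and 881 to 2304 in LPS/IFNγ, and 54 of these 75 sizes stayed within 1.5 times. Only the sizes were compared, so which genes stayed together is not known from them.

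Of the set comparisons, 65 were followed. Those of the interferon-stimulated, unfolded protein and fibroblast genes, HDL-mediated transport and class A receptors were not among them. Gene sets moved most with the correlation estimated from the libraries, where 35 of the 65 no longer passed and 30 kept their side. Among the lists, the adjusted p then became 0.115 and 0.0798 for the sterol synthesis genes in dsHMGB1 against LPS and LPS/IFNγ and 0.0807 in frHMGB1, 0.0779 and 0.0674 for the NRF2 genes, and 0.0768 and 0.161 for the M2 genes. Against PBS it became 0.292 for the sterol synthesis genes and 0.245 for the NRF2 genes in dsHMGB1, and 0.197 and 0.198 for the M2 genes in LPS and LPS/IFNγ. The test fry kept 48 of 65 and passed 14 more, among them the LXR and cholesterol efflux genes against LPS (0.00718) and LPS/IFNγ (0.00376), and against PBS the M2 genes in dsHMGB1 (1.44e-07), the sterol synthesis genes in LPS/IFNγ (0.000929) and the NRF2 genes in LPS (0.0114) and LPS/IFNγ (5.59e-06), the last 3 towards lower. No filter kept 61 of 65 and passed 3 more, all against PBS. These were the M2 genes in dsHMGB1 (0.0472) and the Reactome set of cholesterol biosynthesis in dsHMGB1 (0.0401) and, towards lower, in LPS/IFNγ (0.0401). A replicate block kept 64. Over protein-coding genes, the histone arginine methyltransferases passed against LPS (0.044) and interferon gamma signalling no longer did against LPS/IFNγ (0.0502). Sets without a call changed direction in 3 comparisons: the sterol synthesis genes in LPS against PBS under fry (0.751) and over protein-coding genes (0.952), the mitotic cell cycle in LPS against PBS under fry (adjusted p = 0.256) and over protein-coding genes (0.577), and the TLR9 cascade in dsHMGB1 against LPS/IFNγ under fry (0.911), the replicate block (0.978), no filter (0.943) and protein-coding genes (0.991).

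Single genes were followed over 49 gene comparisons with edgeR's fold changes. All 49 calls stayed under RLE normalization and with no filter, and all 40 that could be tested with the filter of 1 CPM. DESeq2's Wald test kept 47 and called Rasgrf1 and Madcam1 higher in LPS than in PBS (log2 3.34 and 2.55). A replicate block, pairing same-numbered libraries, called Pf4 higher in dsHMGB1 than in PBS (log2 1.26). Testing a fold change above 2 removed 12 calls. These were Il1b in frHMGB1 (log2 1.33), Scarb1 (-0.85), Colec12 (-0.88), Nr1h3 (1.22) and Abca1 (1.76) in dsHMGB1 against PBS, Nr1h3 (1.31) and Lpl (0.63) against LPS, and Rasgrf1 (2.62), Madcam1 (3.25), Abca1 (1.79), Lpl (0.93) and Pf4 (1.8) against LPS/IFNγ. Fitting only the 2 conditions compared removed Acod1, Serpinb2 and Il1b in frHMGB1 (log2 1.97, 2.18 and 1.31) and Colec12 and Abca1 in dsHMGB1 against PBS (-0.88 and 1.76), and added Abca1 and Pf4 in dsHMGB1 against LPS (1.04 and 0.9).

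Leaving out each of the 6 libraries compared kept 282 of 294 gene calls. The 9 lost were all in dsHMGB1 against LPS/IFNγ: Rasgrf1 without dsHMGB1 replicate 3 (log2 2.46) and without LPS/IFNγ replicate 1 or 2 (2.42 each), Madcam1 without dsHMGB1 replicate 1 or 3 (3.17 and 2.71) and LPS/IFNγ replicate 1 or 2 (3.31 and 2.74), and Abca1 without dsHMGB1 replicate 2 (1.55) and LPS/IFNγ replicate 1 (1.76). The 3 gained were Lpl (0.5) and Pf4 (2.25) in dsHMGB1 against PBS without PBS replicate 3, and Rasgrf1 in LPS against PBS without LPS replicate 2 (3.53). Fold changes in dsHMGB1 against PBS ranged from 5.31 to 7.39 for Rasgrf1, 3.1 to 4.41 for Madcam1, 1.27 to 2.2 for Abca1, 0.64 to 2.25 for Pf4, 3.6 to 5.62 for Siglece and 3.48 to 3.97 for Cd300e, and for Acod1 in frHMGB1 from 1.81 to 2.36. Genes near 0 counts in a condition, such as Rasgrf1 in PBS, give fold changes whose size depends on depth and on the prior count, so their direction carries more than their size.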

Differences from the paper's values

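All tests and alternatives named in this part were set before the data were examined, except the restriction to protein-coding genes, the test of the scavenger receptors among 5 conditions and the place of the paper's genes on PC2, which were chosen after the values were seen.

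For 8 alternatives and each of 15 libraries left out, the class sizes were set beside the paper's. Here 596 genes were co-downregulated by dsHMGB1 and LPS/IFNγ, and the paper's value is 336. Shrunken fold changes (362), the filter of 1 CPM (353) and a mean of at least 10 normalized counts (441) came within 1.5 times of it, and the other 5 alternatives did not. dsHMGB1-distinct genes numbered 242 up (the paper's 135) and 201 down (the paper's 83), 443 in all (the paper's 218). The filter of 1 CPM gave 121, 90 and 211, a mean of at least 10 gave 176 up and 305 in all, and the other alternatives did not close these differences. Genes changed in opposite directions numbered 13, and the paper's value is 1. Its legend gives this 1 for genes up in LPS/IFNγ and down in dsHMGB1, and no number for the other direction. Shrunken fold changes (3), the filter of 1 CPM (3) and an added adjusted p (2) came nearer to the paper's 1 than 2.1, the SD over the libraries left out, and the other 5 did not.

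For dsHMGB1 and LPS, 661 genes were co-downregulated against the paper's 360, with 424 under shrunken fold changes, 409 under the filter of 1 CPM and 503 with a mean of at least 10 as the alternatives that came within 1.5 times. dsHMGB1-distinct genes numbered 147 up (the paper's 53) and 144 down (the paper's 59), 291 in all (the paper's 112). The filter of 1 CPM gave 56 up and 92 in all, a mean of at least 10 gave 71 down and 160 in all, and shrunken fold changes 71 down, and the others did not close these differences. LPS-distinct genes numbered 1691 down (the paper's 694) and 2272 in both directions (the paper's 1188), which only the filter of 1 CPM closed (880 and 1297). Genes in opposite directions numbered 24 against the paper's 1, where only the same filter (3) came nearer than the SD over the libraries left out (3.01). The paper's 1 is again for a single direction, up in LPS and down in dsHMGB1.

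Distinct to dsHMGB1 against both LPS and LPS/IFNγ were 95 genes up and 70 down, and the paper's values are 34 and 27. The filter of 1 CPM (38 and 20) closed both and a mean of at least 10 closed the second (37), while the other alternatives closed neither. None of the 15 fits with a library left out closed any of the differences named so far. Restricted to protein-coding genes, which was chosen after the values were seen and drops *Cxcl11* and *Bloc1s6os* among the genes that the paper names, the numbers became 418, 139, 98 and 237 with LPS/IFNγ, 444, 60, 78, 138 and 703 with LPS, and 39 and 38 against both, all within 1.5 times of the paper's, except 8 genes in opposite directions with LPS/IFNγ (1 with LPS).

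The other values of the paper lay within 1.5 times of the ones here: co-upregulated genes 1181 (the paper's 850) with LPS/IFNγ and 1257 (the paper's 920 in its text and 932 in its legend) with LPS, LPS/IFNγ-distinct genes 857 up (the paper's 777) and 1040 down (the paper's 780), LPS-distinct genes 581 up (the paper's 494), shared genes 1777 (the paper's 1186), LPS/IFNγ-distinct genes 1897 in all (the paper's 1557), genes for clustering 5623 (the paper's 3952) and PC1 63.1% (the paper's 84%). The shared genes lay next to the limit, and in 7 of 15 fits with a library left out they passed it (1978 without PBS replicate 1, 2015 without PBS replicate 2, 1825 and 1799 without dsHMGB1 replicate 1 and 3, and 1782, 1783 and 1782 without LPS replicate 1, 2 and 3). Co-upregulated genes passed it with LPS/IFNγ without PBS replicate 1 (1293) or 2 (1315) and with LPS without PBS replicate 2 (1386, against the 920 of the text), as did the genes for clustering without PBS replicate 2 (5963).

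The paper states that each component after the first stays below 10% of the variance, and PC2 was 17.8% here. With the variance stabilizing transformation of 500 genes it was 5.41% and over protein-coding genes 7.34%. The paper divides the tree at its stated height into fewer clusters than the 12 found here (10 over protein-coding genes). In the paper's plot dsHMGB1 lies near LPS and frHMGB1 near PBS. Over all gene types dsHMGB1 lay nearer to LPS/IFNγ (61.99) than to LPS (113.4), and PBS and frHMGB1 were 103.1 apart. Over protein-coding genes the order was the paper's, at 95.4, 48.9 and 9.42. The paper also describes LPS/IFNγ as about equally far from both other clusters, which was not so here. Over protein-coding genes LPS/IFNγ lay 66.02 from LPS and 95.4 from dsHMGB1, but 206.2 from PBS and 199.8 from frHMGB1. Over all gene types these distances were 121.4, 61.99, 225.9 and 245.8. The paper's leading genes of PC1 led here too (*Il12b* 1, *Nos2* 2, *Il6* 3, *Cxcl9* 4, *Il12a* 5), but its leading genes of PC2, such as *Lrrtm2*, *Tbx21* and *Crabp2*, ranked 614, 853 and 458 over all gene types and 2, 3 and 5 over protein-coding genes.

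The paper reports no significant shift in frHMGB1, and it judged genes by the fold change cut-off without p. By that cut-off, 103 genes lay above and 1156 below here, or 53 and 84 in a fit of protein-coding genes. By adjusted p, an unlike measure with no cut-off on fold change, edgeR called 1185 genes, of which 188 higher and 55 lower ones were protein-coding. A separate fit of protein-coding genes called 41 higher and 29 lower. The fold changes of the paper's own induced genes *Il12b* and *Cxcl9* in frHMGB1 were 0.75 and -0.4 on the log2 scale and not called (adjusted p = 0.805 and 0.796). The paper finds TLR4, TLR7 and TLR9 sets enriched in dsHMGB1 against both LPS and LPS/IFNγ. The Reactome sets of these receptors, which are other sets, were lower in dsHMGB1 than in LPS (medians -0.21, -0.11 and -0.1) and did not differ from LPS/IFNγ, but none of the 3 calls was made with the correlation estimated from the libraries (adjusted p = 0.364, 0.478 and 0.489). The paper describes the rise of *Rasgrf1* and *Madcam1* past the cut-off in LPS by qPCR as contrary to its RNA-Seq data. In the counts here both were past the cut-off in LPS (3.34 and 2.55), without a call by edgeR. With each library left out, edgeR's value stayed past it for *Rasgrf1* (2.001 at the lowest, without LPS replicate 3) and went below it for *Madcam1* (1.5 without LPS replicate 1). The paper groups *Il33* with genes raised by LPS/IFNγ above dsHMGB1, which was so here (-9.01). Of the 7 scavenger receptors that the paper calls different among the groups, 3 were called in at least 1 of the 6 comparisons, and a test of any difference among the 5 conditions, added after these calls were seen, called 4 (*Scarb2* in addition, adjusted p = 0.0387) and not *Cd36*, *Scara3* and *Cd68*.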

Other observations

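The tests of explanations in this part and the count of genes highest in dsHMGB1 were chosen only after the results were seen, except the tests of the sterol synthesis and NRF2 genes without dsHMGB1 replicate 1. The gene lists, the tests of lists and sets and the alternatives to them were set before the data were examined, apart from the restriction to protein-coding genes.

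Some inflammatory genes were mildly higher in frHMGB1 than in PBS, mostly at a small part of their level in the other stimulations. The largest shares were those of *Serpinb2*, with a rise of 12.9% of its dsHMGB1 level, and *Saa3*, with 11.7% of its LPS/IFNγ level. Of 13 inflammatory genes examined, 5 were called. Beside *Acod1*, *Serpinb2* and *Il1b*, *Tnf* (log2 fold change 1.46) and *Cxcl2* (1.37) were called. The other 8 were not: *Saa3*, *Ccl5* (1.28, adjusted p = 0.104), *Cxcl10* (0.66, adjusted p = 0.414), *Il12b*, *Nos2* (0.35, adjusted p = 0.821), *Il1a* (0.3, adjusted p = 0.829), *Cxcl9* and *Il6* (-1.29, adjusted p = 0.655). The Reactome sets of the TLR4 cascade (median 0.22, adjusted p = 1.62e-06, 71 of 89 genes higher) and cytokine signalling (median 0.16, adjusted p = 0.000213) were higher. With the correlation estimated from the libraries, the adjusted p of these sets were 0.263 and 0.351. PBS replicate 3 did not cause the calls: without it the log2 fold change of *Acod1* was 1.83 (adjusted p = 3e-06), of *Serpinb2* 1.73, of *Il1b* 1.25, of *Tnf* 1.59 and of *Cxcl2* 1.5, and *Saa3* went from 2.32 (adjusted p = 0.089) to 3.46 (adjusted p = 0.00267) and *Ccl5* to 1.41 (adjusted p = 0.0249), so both were called without that library. Carry-over of reads from the other stimulations would raise all abundant induced genes by one share of their level, but the rise of *Acod1* was 0.134% of its dsHMGB1 level, that of *Il12b* 0.00301% and that of *Cxcl9* -0.0249%. A fit of the frHMGB1 and PBS libraries alone did not call *Acod1*, *Serpinb2* or *Il1b*. A weak response to the frHMGB1 preparation may remain. The paper gives endotoxin in its HMGB1 as an upper limit, and these libraries cannot tell the protein from the rest of the preparation. The frHMGB1 libraries also differ from the PBS libraries in pseudogene counts, and this difference and the stimulation go together in the design.

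dsHMGB1 changed many genes less than LPS did, with a slope of 0.626 between the fold changes, or 0.736 over protein-coding genes. A single response at a lower strength would leave no gene highest in dsHMGB1, yet 178 protein-coding genes were called higher in dsHMGB1 than in each of PBS, LPS and LPS/IFNγ, 36 of them at least 2-fold. Among them were *Tgfbi*, *Osbpl3*, *Mmp9* and *Marco*. *Marco* (ENSMUSG00000026390, chromosome 1 from 120474538 to 120505024) had 27.2 ± 3 normalized counts (SD, n = 3) in PBS, 3398 ± 121 (SD, n = 3) in dsHMGB1, 428 ± 59.7 (SD, n = 3) in LPS and 230.1 ± 3.15 (SD, n = 3) in LPS/IFNγ (log2 fold change 6.98 over PBS, 2.99 over LPS and 3.88 over LPS/IFNγ, edgeR adjusted p = 6.61e-09, 1.49e-05 and 1e-06), and lay between 2.92 and 3.14 over LPS with each library left out (edgeR). Differences in dose or potency of the ligands that act on some genes more than others, and a response of its own to dsHMGB1, stay open as untested explanations.

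The 7 NRF2 genes were all called higher in dsHMGB1 than in LPS (median log2 fold change 1.09, camera adjusted p = 3.67e-05) and than in LPS/IFNγ (median 1.71, adjusted p = 3.24e-06), also when adjusted over the list alone. Sterol synthesis genes (14) were higher as well (medians 0.57 and 1.02, adjusted p = 0.000153 and 2.17e-05), with 8 and 11 called higher and 0 and 1 called lower (9 and 12 higher, 0 and 1 lower adjusted over the list alone), as was the Reactome set of cholesterol biosynthesis (medians 0.55 and 0.87, adjusted p = 0.000401 and 1.07e-05, and 0.0345 and 0.00869 with the correlation estimated from the libraries). The sterol synthesis genes were also higher in frHMGB1 than in PBS (median 0.36, adjusted p = 2.88e-05, 13 of 14 higher), with 1 gene called (5 adjusted over the list alone). The transcript length trend of dsHMGB1 replicate 1 did not cause it, since without that library the unadjusted p against LPS/IFNγ was 3.01e-06 for the sterol synthesis and 1.89e-07 for the NRF2 genes, and against LPS 3.63e-05 and 2.58e-06. A difference in read assignment in the LPS libraries did not either, since the sets differed from LPS/IFNγ too (3.24e-06 for the NRF2 genes). With the estimated correlation the lists no longer passed (0.0674 to 0.115), while the Reactome set did. Against PBS, the Reactome set did not pass in the main camera run in dsHMGB1 (median 0.39, adjusted p = 0.175), LPS (-0.08, adjusted p = 0.632) or LPS/IFNγ (-0.47, adjusted p = 0.0668). The differences from LPS and LPS/IFNγ thus combine a rise and a fall that this run did not call by themselves, though fry called each (1.12e-06, 3.26e-05 and 4.76e-08). With no filter on low counts, camera called the rise in dsHMGB1 and the fall in LPS/IFNγ (adjusted p = 0.0401 for both), but not the fall in LPS (0.762). The list of sterol synthesis genes was called higher than in PBS in dsHMGB1 (median 0.51, camera adjusted p = 0.0155, and 0.292 with the estimated correlation). It was not called in LPS (0.878) or LPS/IFNγ (0.262). The NRF2 genes rose over PBS in dsHMGB1 (median 0.89, adjusted p = 0.0106) and not in LPS or LPS/IFNγ (-0.72 and -0.82, adjusted p = 0.597 and 0.312). A higher activity of these pathways in dsHMGB1 than in LPS and LPS/IFNγ is a hypothesis, which for the NRF2 genes may hold only as far as the genes of the list vary independently.

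The list of M2 genes had 15 members, of which 11 passed the filter on low counts. It includes *Il10*, *Ccl17* and *Ccl22*, and *Ccl22* was among the genes with the largest weights on PC1 over protein-coding genes. A rise or fall of this list therefore does not by itself show a change in an M2 state. The M2 genes were higher than in PBS in LPS (median 1.16, camera adjusted p = 0.00598) and LPS/IFNγ (1.6, adjusted p = 0.00642), and in dsHMGB1 without passing in camera (0.91, adjusted p = 0.0657). They were lower in dsHMGB1 than in LPS and LPS/IFNγ (medians -1.01 and -1.02, adjusted p = 3.76e-05 and 0.00273, 10 of 11 lower in each), with 6 called lower in each and 0 and 1 called higher (6 and 7 lower, 1 and 1 higher adjusted over the list alone). LXR and cholesterol efflux genes (10) did not differ in camera (medians -0.11 and -0.17, means 0.29 and 0.31, adjusted p = 0.731 and 0.919). Interferon-stimulated genes (10) were lower in dsHMGB1 than in LPS (median -0.85, adjusted p = 4.41e-05) and did not differ from LPS/IFNγ (adjusted p = 0.696). The call against LPS was lost with the correlation estimated from the libraries (adjusted p = 0.197). The unfolded protein and fibroblast lists and the Reactome sets on HDL-mediated lipid transport and scavenging by class A receptors passed in none of the 6 comparisons in the main camera run. The test fry passed each of them in at least 1 (unfolded protein genes 1.46e-08, HDL-mediated transport 0.00376 and class A receptors 2.35e-08 in dsHMGB1 against PBS, and fibroblast genes 0.00513 in LPS against PBS). Camera with no filter on low counts passed the unfolded protein genes in dsHMGB1 (adjusted p = 0.0201) and LPS (0.0115) against PBS. It also passed the fibroblast genes in frHMGB1 (0.0196), LPS (0.0106) and LPS/IFNγ (0.0345) against PBS. Over protein-coding genes, camera passed the fibroblast genes in frHMGB1 against PBS (0.044).

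Heart muscle cells in the cultures, as a source of the cardiac terms in a gene cluster, did not show in the counts: the heart transcripts *Myh6*, *Actc1*, *Tnnt2* and *Myl2* had 57 counts together over the 15 libraries. The libraries of dsHMGB1 also differed in their transcript length trend (Spearman -0.381, 0.337 and 0.129 for replicates 1, 2 and 3, and -0.121 to 0.111 in the 9 frHMGB1, LPS and LPS/IFNγ libraries). Each trend is taken against the other libraries of the condition, so the values of a condition depend on one another. Depth did not set dsHMGB1 replicate 1 apart, with 65905281 counts, and no other explanation was tested.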
